# ENU-induced Mutation in the DNA-binding Domain of KLF3 Reveals Important Roles for KLF3 in Cardiovascular Development and Function in Mice

**DOI:** 10.1371/journal.pgen.1003612

**Published:** 2013-07-11

**Authors:** Lois Kelsey, Ann M. Flenniken, Dawei Qu, Alister P. W. Funnell, Richard Pearson, Yu-Qing Zhou, Irina Voronina, Zorana Berberovic, Geoffrey Wood, Susan Newbigging, Edward S. Weiss, Michael Wong, Ivan Quach, S. Y. Sandy Yeh, Ashish R. Deshwar, Ian C. Scott, Colin McKerlie, Mark Henkelman, Peter Backx, Jeremy Simpson, Lucy Osborne, Janet Rossant, Merlin Crossley, Benoit Bruneau, S. Lee Adamson

## Abstract

KLF3 is a Krüppel family zinc finger transcription factor with widespread tissue expression and no previously known role in heart development. In a screen for dominant mutations affecting cardiovascular function in N-ethyl-N-nitrosourea (ENU) mutagenized mice, we identified a missense mutation in the *Klf3* gene that caused aortic valvular stenosis and partially penetrant perinatal lethality in heterozygotes. All homozygotes died as embryos. In the first of three zinc fingers, a point mutation changed a highly conserved histidine at amino acid 275 to arginine (*Klf3^H275R^*). This change impaired binding of the mutant protein to KLF3's canonical DNA binding sequence. Heterozygous *Klf3^H275R^* mutants that died as neonates had marked biventricular cardiac hypertrophy with diminished cardiac chambers. Adult survivors exhibited hypotension, cardiac hypertrophy with enlarged cardiac chambers, and aortic valvular stenosis. A dominant negative effect on protein function was inferred by the similarity in phenotype between heterozygous *Klf3^H275R^* mutants and homozygous *Klf3* null mice. However, the existence of divergent traits suggested the involvement of additional interactions. We conclude that KLF3 plays diverse and important roles in cardiovascular development and function in mice, and that amino acid 275 is critical for normal KLF3 protein function. Future exploration of the KLF3 pathway provides a new avenue for investigating causative factors contributing to cardiovascular disorders in humans.

## Author Summary

Cardiac defects are among the most common malformations in humans. Most causative genetic mutations remain unknown. To discover new causative genes important in cardiovascular development and function, we examined 1770 mice with randomly mutated genes and found a mutant with aortic valvular stenosis, and increased risk of fetal and neonatal death. Using linkage analysis and sequencing, we identified a protein-altering point mutation in the gene regulatory protein KLF3. Mice that survived into adulthood with one mutant copy of the *Klf3* gene had low arterial blood pressure, enlarged hearts, and increased mortality due to heart failure. When both copies of the *Klf3* gene was mutant, then embryos had heart defects, and all died before birth. KLF3 had no previously known role in heart development so to confirm these findings, we (1) knocked down *klf3* expression in zebrafish embryos and (2) examined mice with a mutation that effectively eliminated the KLF3 protein. In both cases, cardiovascular dysfunction was observed. In conclusion, we have discovered that KLF3 plays diverse and important roles in cardiovascular development and function in mice. Future exploration of the KLF3 pathway provides a new avenue for investigating causative factors contributing to cardiovascular disorders in humans.

## Introduction

Congenital heart defects are the most common congenital malformations in humans affecting 1–2% of live births [1] and 18% of stillbirths [2]. Causative mutations have been identified in families with inherited congenital heart defects [3] but in most cases remain unknown [2]. A strong genetic role is nevertheless likely given high heritability scores, for example >0.7 for left-sided congenital heart defects [4], [5], [6]. To discover new genes important in cardiovascular development, we measured aortic blood velocity in an ultrasound screen undertaken to assess left ventricular outflow function, in the offspring of N-ethyl-N-nitrosourea (ENU) mutagenized male mice [7]. One mutant had very high aortic blood velocities due to aortic valvular stenosis and this trait was heritable. Additional abnormalities in cardiovascular development and function were found in subsequent phenotyping of this mutant mouse line. A dominant point mutation in the region encoding the DNA binding domain of *Klf3* was found by linkage analysis and gene sequencing. KLF3 is a zinc finger transcription factor that has discrete regions of expression that are widely distributed among embryonic and adult tissues in mice [8], [9]. KLF3 functions predominantly as a gene repressor [10] although it also has activator functions [11].

KLF3 had hitherto no described role in heart or vascular development or function. In prior work, homozygous deletion of the region encoding the *Klf3* zinc finger DNA binding domain caused partially penetrant perinatal lethality in mice and significant abnormalities in adiposity [12], B cell development [13], and erythroid maturation [14] whereas cardiovascular defects were not reported. However, embryonic lethality [12] occurred at a stage of development consistent with death due to cardiovascular dysfunction [15]. Furthermore, several *Klf*s are expressed in cardiomyocytes and vascular smooth muscle cells [16] including *Klf3* (current study and [17]). KLF3 is enriched at promoters of several muscle-specific genes including *muscle creatine kinase (MCK)* where it interacts with Serum Response Factor to act as a transcriptional activator [11]. Thus, despite known molecular mechanisms whereby KLF3 may alter cardiac or vascular development or function at a cellular level, a cardiovascular phenotype remained unidentified.

Herein we report the characterization of a new ENU-induced mouse mutant. Results reveal important and novel roles for KLF3 in cardiovascular development and function. Strong similarities in phenotype with homozygous *Klf3* gene trap mice, where KLF3 is largely eliminated, suggest a predominantly dominant negative effect of the point mutant protein. However, intriguingly, the existence of divergent traits suggests the involvement of additional interactions. At the molecular level, the point mutation illuminates the critical importance of a highly conserved residue in the DNA binding domain of KLF3. The discoveries reported here provide impetus for exploring the KLF3 pathway to discover new causative factors contributing to cardiovascular disorders in humans.

## Results

### Breeding and mapping of the mutation

In a screen of 1770 adult heterozygous offspring from ENU mutagenized C57BL/6J male mice crossed with wild-type (WT) C3H/HeJ females, we identified a mutant mouse with an aortic blood velocity >7 standard deviations (SD) above the mean. Using a cut-off aortic blood velocity of 150 cm/s (i.e. >3 SD above the mean of all animals), we found that the trait (**Figure 1A**) was heritable when mutants were bred to BALB/cJ females although only 10% (17 of 165) had the trait. Nevertheless linkage analysis localized the mutation to chromosome 5 between 4.9 and 75.6 Mb (**Figure S1A**). The LOD score exceeded 4 in this interval (**Figure S1B)** whereas it was <2.5 elsewhere in the genome (not shown). The incidence of the trait was higher on a C57BL/6J (B6) background (136 of 584; 23%) so we performed fine mapping by crossing affected animals with B6–Chr 5 A/J consomic mice (incidence of trait was 40 of 183; 22%). We narrowed the interval to a 12.6 Mb region on chromosome 5 (**Figure S1B**), which contained 35 genes (**Table S1**). Genomic sequencing of 7 candidates (**Table S1**) revealed only one point mutation predicted to affect the protein product (**Figure 1B**). The mutation in exon 5 of *Klf3* (*Krüppel-like factor 3*) (**Figure 1C**) changed a histidine residue (CAC) at amino acid 275 to arginine (CGC) (*KLF3^H275R^*) (**Figure 1B**). This histidine is conserved across species (www.ncbi.nlm.nih.gov/homologene) and across all but one of the 22 *Sp/Klf* family members [18]. It is the central of 3 amino acids predicted to make contact with DNA in the DNA binding region of the first of three zinc finger domains in KLF3 [18], [19]. We predicted that mutation at this site would be highly likely to affect the DNA binding function of KLF3 and thereby its function in transcriptional control. The *Klf3* ^H275R^ line was subsequently maintained by breeding with B6 mice.

**Figure 1:**
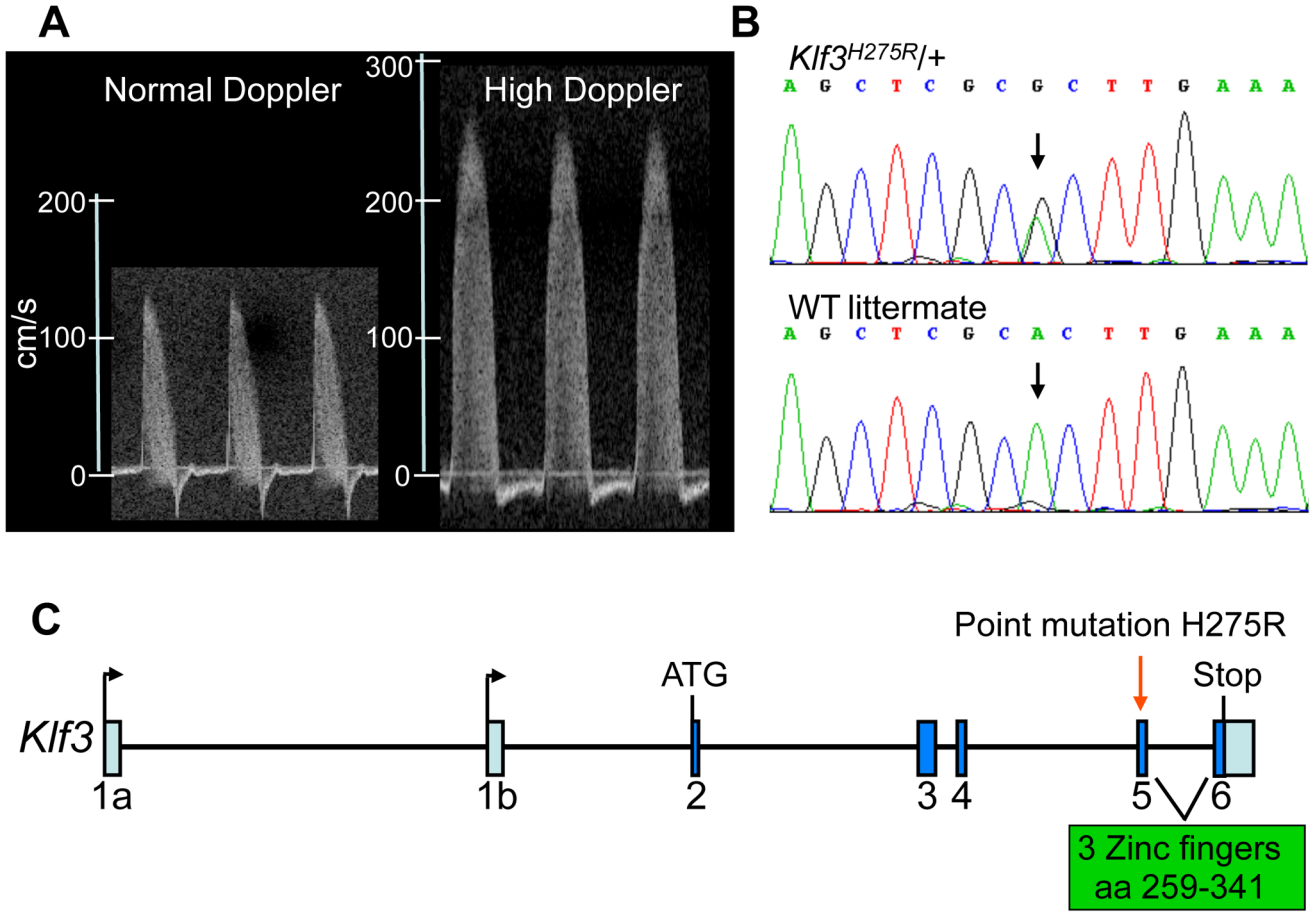
Mapping and identification of *Klf3* ^H275R^ mutation. (A) Example of the ascending aortic blood velocity waveforms in an adult mouse with a normal waveform and one with the high Doppler trait that was used to identify mutants for mapping. (B) Sequencing of the candidate *Klf3* gene revealed an A to G transition (at black arrows) in mice with mutant trait (top) but not in WT littermates (below) or in parental strains (not shown). This transition converts histidine to arginine at amino acid 275 in the KLF3 protein. (C) The location of the H275R point mutation (red arrow) is in exon 5 in the zinc finger region (amino acids 259–341) of the *Klf3* gene.

### Aortic valvular stenosis in adult heterozygous Klf3 point mutants

High peak aortic blood velocity in adult heterozygous *Klf3* point mutants (*Klf3^H275R^*/+) was caused by aortic valvular stenosis as shown by augmented valvular gradients in blood velocity (**Figure 2A**) and blood pressure in *Klf3* ^H275R^/+ mice (**Figure 2B,C**), and by abnormal valve morphology detected by gross dissection (not shown), histopathology (**Figure 3A**), and scanning electron microscopy (**Figure 3B**). Aortic valves were tricuspid although bicuspid valves were occasionally observed. The leaflets were thickened, often partially fused, and sometimes exhibited blebs or small hematomas (**Figure 3A**). When genotype was used to identify mutants, most *Klf3* ^H275R^/+ mice had peak velocities >150 cm/s (20 of 31 or 65%) in contrast with WT littermates (0 of 43 or 0%) (**Figure 3D**). Males and females were similarly affected. Significant aortic valve regurgitation was not observed. In humans, aortic valvular stenosis is often associated with post-stenotic aortic dilatation [20]. We therefore measured diastolic diameter of the ascending aorta *in vivo* and found a significant 27% post-stenotic enlargement in male and female *Klf3* ^H275R^/+ mice (1.95±0.07 vs. 1.53±0.08 mm in males (n = 5) and 1.70±0.09 vs. 1.34±0.03 mm in females (n = 4); P<0.01) (**Figure 3C**).

**Figure 2:**
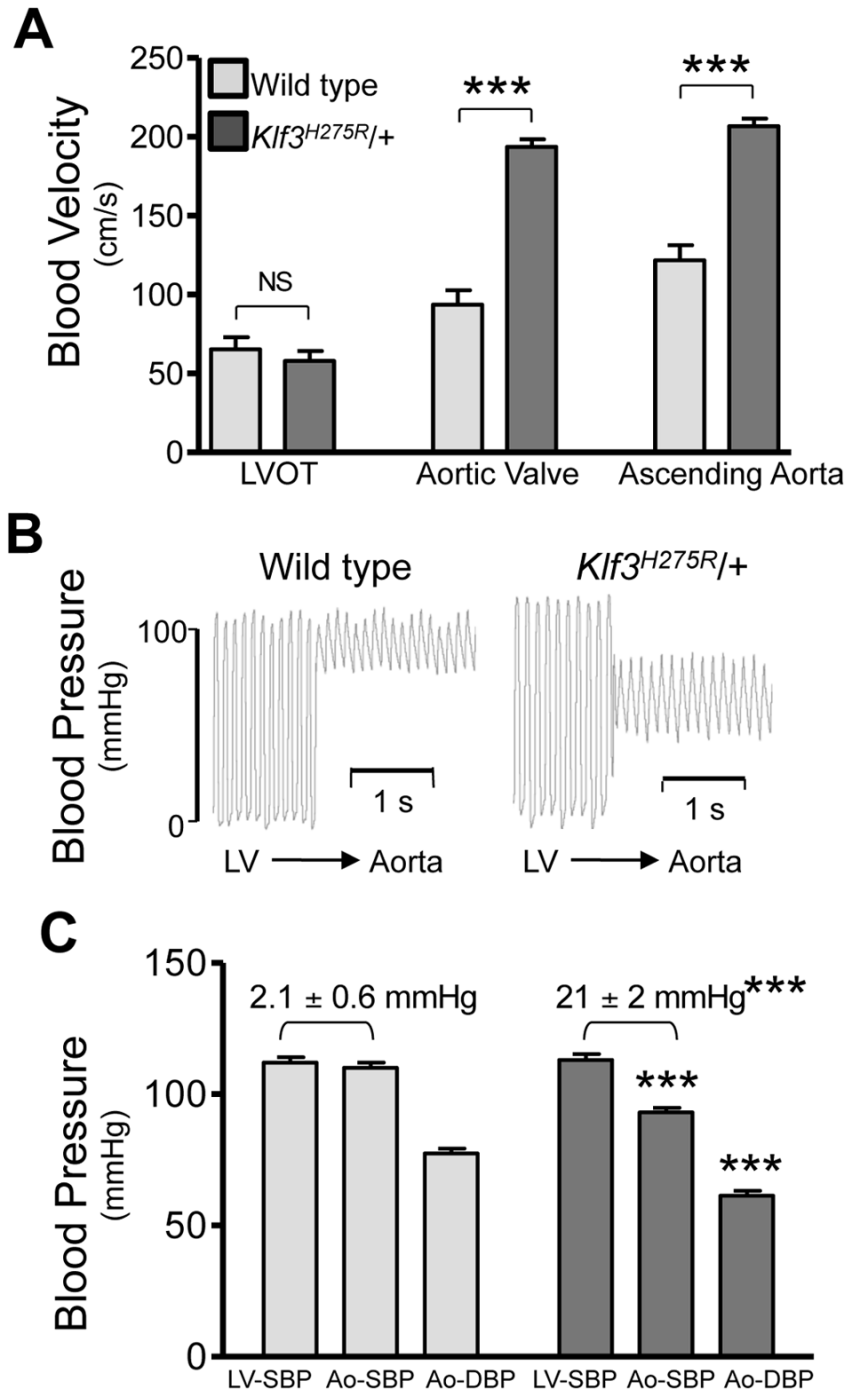
Hemodynamic evidence for aortic valvular stenosis in *Klf3^H275R^*/+ mice. Adult *Klf3^H275R^*/+ mice with high aortic blood velocities and their cage-mate controls were studied. (**A**) Doppler ultrasound was used to measure transvalvular blood velocity in *Klf3^H275R^/*+ mutants (dark bars) relative to WT (light bars). Blood velocity in the left ventricular outflow tract (LVOT) was similar in mutants and WT but became elevated at the level of the aortic valve and remained elevated in the proximal ascending aorta (24–33 wk adult mice, n = 5 per group, mean ± SE). (**B**) The transvalvular pressure gradient was measured by pulling a catheter from the left ventricle (LV) to the aorta. The gradient in systolic blood pressure from the LV to the aorta was greater in *Klf3^H275R^*/+ mutant (right) than WT mice (left). (**C**) Left ventricular systolic blood pressures (LV-SBP) were similar but aortic systolic (Ao-SBP) and aortic diastolic (Ao-DBP) blood pressures were lower in *Klf3^H275R^*/+ mutants (dark bars on right) than WT mice (light bars on left). The LV-SBP to Ao-SBP gradient (mean ± SE above bars) was significantly greater in mutants suggesting aortic stenosis (18–25 wk adult mice, n = 10 WT, n = 9 mutants, mean ± SE). *** P<0.001 *Klf3^H275R^*/+ vs. WT.

**Figure 3:**
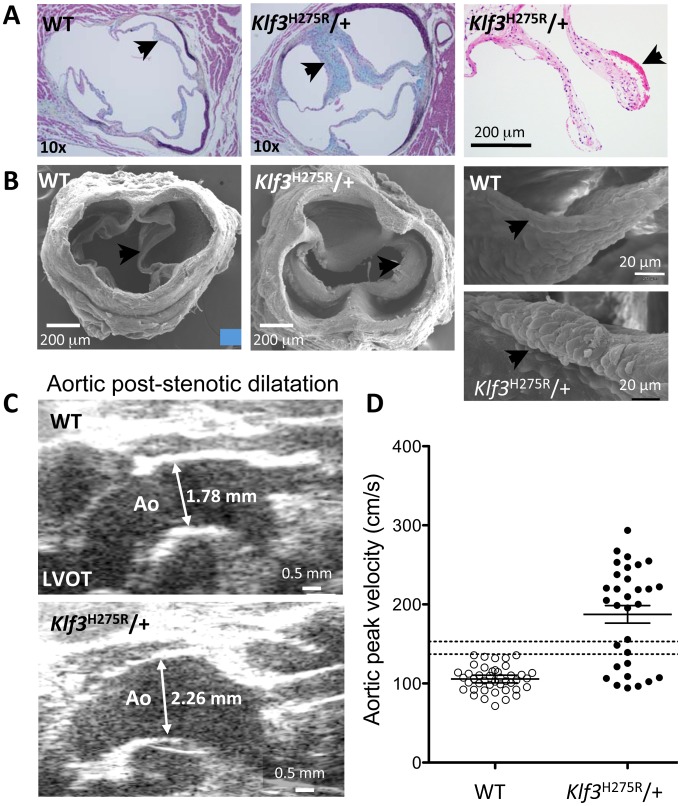
Morphological evidence for aortic valvular stenosis in *Klf3* ^H275R^/+ mice. (A) Histological sections showing thickened aortic valve leaflets in adult *Klf3* ^H275R^/+ (arrow in center and right panels) vs. WT (arrow in left panel). Blebs or hematomas were sometimes observed on aortic valve leaflets of *Klf3* ^H275R^/+ mice (e.g. arrow in right panel). (B) Scanning electron microscopy images of adult aortic valves (arrows) from WT (left) and *Klf3* ^H275R^/+ (center), with magnified images of valve leaflets (right), that show thickened leaflets in *Klf3* ^H275R^/+ mice. (C) Micro-ultrasound images of aortic arch (Ao) in adult *Klf3* ^H275R^/+ (below) vs. WT (above) showing aortic dilatation in the left ventricular outflow tract (LVOT) typical of *Klf3* ^H275R^/+ mice. (D) Elevated peak blood velocity in the ascending aorta of *Klf3* ^H275R^/+ (solid circles) relative to WT controls (open circles). Mean ± SE are shown for each group. The lower dashed line shows the WT mean + 2SD and the upper dashed line the WT mean + 3SD. 20 of 31 *Klf3* ^H275R^/+ had peak velocities >3SD above WT.

We next examined blood velocities through the other heart valves. Peak blood velocity was ∼30% higher in the main pulmonary artery, and at the atrioventricular valves during early ventricular filling (E-wave) in *Klf3* ^H275R^/+ mice (**Table 1**). E-wave fusion with the atrial filling wave (A-wave) occurred significantly more often in the left or right filling waveforms in *Klf3* ^H275R^/+ (9 of 20) than WT littermates (0 of 20). There were no abnormalities in peak inflow velocities during atrial contraction (i.e. A-wave) or in heart rate (**Table 1**), and no evidence of significant valve regurgitation in Doppler waveforms (not shown). No structural abnormalities in the pulmonary valves (**Figure S2A,B**) or the atrioventricular valves (not shown) were detected in adults by gross or histopathology examination. Thus, the mutation appeared to predominantly impact the aortic semilunar valve.

**Table 1:** Adult cardiac parameters measured by micro-ultrasound echocardiography.

		*Klf3* ^H275R^ point mutant		XS *Klf3* gene trap mutant			CH *Klf3* gene trap mutant		
		WT (10)	Het (10)	WT (9)	Het (5)	Homo (7)	WT (6)	Het (6)	Homo (8)
**BW**	g	30±2	26±1**	35±5	35±5	26.9±0.9	34±4	34±5	29±2
**HR**	min^−1^	462±8	487±11	479±20	435±19	455±13	454±21	452±18	459±17
**PV-Ao**	cm s^−1^	101±3(5)	262±24*** (5)	116±5	131±16	179±33	98±6	110±2	206±17*
**CO**	ml min^−1^	12.6±0.9	22±1***	11.8±0.5	12±2	17±3*	11.0±0.9	10.4±0.9	22±1***
**LV-ESV**	µl	33±3	38±4**	24±4	28±4	27±6	22±3	25±8	28±3
**LV-EDV**	µl	60±4	83±6***	50±5	54±6	65±12	46±4	48±7	76±5*
**EF**	%	45±3	55±2**	53±4	49±6	60±3	54±4	52±7	64±3
**LVWAd**	mm	0.90±0.04	0.93±0.04	0.98±0.07	1.0±0.1	0.88±0.06	1.04±0.07	1.00±0.07	1.01±0.06
**LVWPd**	mm	0.75±0.03	0.83±0.04	0.88±0.05	0.91±0.07	0.91±0.07	0.79±0.02	0.78±0.05	0.95±0.03
**LV E-wave**	cm s^−1^	75±1	95±1*** (5#)	69±3	69±3	68±6(6)	67±2(5)	58±5(4)	78±6(7)
**LV A-wave**	cm s^−1^	54±2	53±9 (5#)	51±3	46±3	51±4(6)	43±3(5)	44±5(4)	60±6(7)
**LV E/A**		1.41±0.07	2.0±0.4 (5#)	1.39±0.05	1.53±0.09	1.33±0.02 (6)	1.6±0.1 (5)	1.4±0.1 (4)	1.3±0.1 (7)
**ICT**	ms	9.2±0.6	7.1±0.3*(9)	8.8±0.6	10±1	9±1(6)	10±2	10±1	10±1
**IRT**	ms	13.3±0.6	10.0±0.4***(9)	11.1±0.4	13±1	12.6±0.9 (6)	13.3±0.7	15±4	13±1
**ET**	ms	48±2	53±1* (9)	50±2	51±1	51±2(6)	55±3	53.7±0.9	51±2
**LV Tei Index**		0.48±0.03	0.32±0.01***	0.40±0.01	0.45±0.04	0.44±0.04	0.43±0.03	0.46±0.06	0.47±0.03
**LA Area**	mm^2^	5.4±0.4 (5)	8.0±0.4**(5)	4.3±0.4	4.4±0.4	5.4±0.8	4.4±0.2	4.3±0.6	7.6±0.8*** (7)
**PV-PA**	cm s^−1^	70±2(5)	91±3*** (5)	76±4	82±9	95±7	74±6	79±3	110±14*
**RV E-wave**	cm s^−1^	27±2	36±2*** (6#)	26±1	29±1 (4)	31±2(6)	27±3(5)	26±2 (5)	40±5**(6)
**RV A-wave**	cm s^−1^	44±1	50±4 (6#)	47±2	52±2 (4)	51±3(6)	44±4(5)	44±2 (5)	54±3(6)
**RV E/A**		0.61±0.03	0.72±0.03* (6#)	0.55±0.01	0.57±0.02(4)	0.61±0.02*(6)	0.62±0.04 (5)	0.59±0.08(5)	0.74±0.08 (6)
**RA Area**	mm^2^	7.9±0.4 (5)	11.1±0.6**(5)	8.0±0.5	9.1±0.8	13±2*	7.7±0.5	9±1	18±1***
**Age**	wk	19±1	19±1	21±4	16±3	22±6	33±9	33±10	34±2

Mean ± SE, N is shown in parentheses in column heading or in cell if different, missing N was due to fusion of E and A waves (indicated by #) or for other technical reasons.

*** P<0.001,

** P<0.01,

* P<0.05 vs. WT; results were compared with age-matched WT mice with same background (usually littermates).

WT, wild type; Het, heterozygous; Homo, homozygous.

BW, body weight; HR, heart rate; PV-Ao, peak velocity in ascending aorta; CO, cardiac output; LV, left ventricle; ESV, end-systolic volume; EDV, end-diastolic volume; EF, ejection fraction; LVWAd, left ventricular wall anterior dimension; LVWPd, left ventricular wall posterior dimension; E-wave, early ventricular filling velocity; A-wave, ventricular filling velocity during atrial contraction; E/A, E-wave to A-wave ratio; ICT, isovolumetric contraction time; IRT, isovolumetric relaxation time; ET, ejection time; Tei Index, myocardial performance index = (ICT + IRT)/ET; LA area, left atrial area; PV-PA, peak velocity pulmonary artery; RV, right ventricle; RA area, right atrial area.

### Increased prenatal and postnatal mortality in Klf3^H275R^/+ and Klf3^H275R/H275R^ mutants

At weaning, we observed 100% lethality of homozygous offspring and only ∼50% of the anticipated *Klf3* ^H275R^/+ pups from *Klf3* ^H275R^/+ intercross breeding (**Table S2**). At E14.5–16.5, significant lethality of homozygotes, but not heterozygotes, was observed (**Table S2**). We used histology to examine embryonic heart structure of *Klf3* ^H275R^ embryos at E12.5 (i.e. before the age of lethality) and at E14.5 in heterozygotes and in the few surviving homozygous embryos. At E12.5 (**Figure 4A**) and E14.5 (**Figure 4B**), homozygous embryos exhibited a thinned and disorganized ventricular myocardium and septum suggesting cardiac failure as the cause of their later demise. At E14.5, ventricular and atrial septation defects were also observed (**Figure 4B**). In contrast, heterozygotes at E12.5 had apparently normal cardiac anatomy (**Figure 4A**) and at E14.5 showed disorganization and *thickening* of the septal myocardium (**Figure 4B,C**). Some had atrial septation defects similar to homozygotes (**Figure 4B**) and enlarged atrioventricular cushion tissue that may have obstructed flow (**Figure 4C**). At birth, heterozygous neonates had abnormally thickened myocardial walls by magnetic resonance imaging (MRI) (**Figure 5A**) and aortic valve leaflets by histology (**Figure 5B**) and by optical projection tomography (**Figure 5C**). No abnormalities in placental weight or histology were detected at E12.5 and E14.5 (not shown) so placental dysfunction was unlikely to play a causative role (e.g. as in [21]).

**Figure 4:**
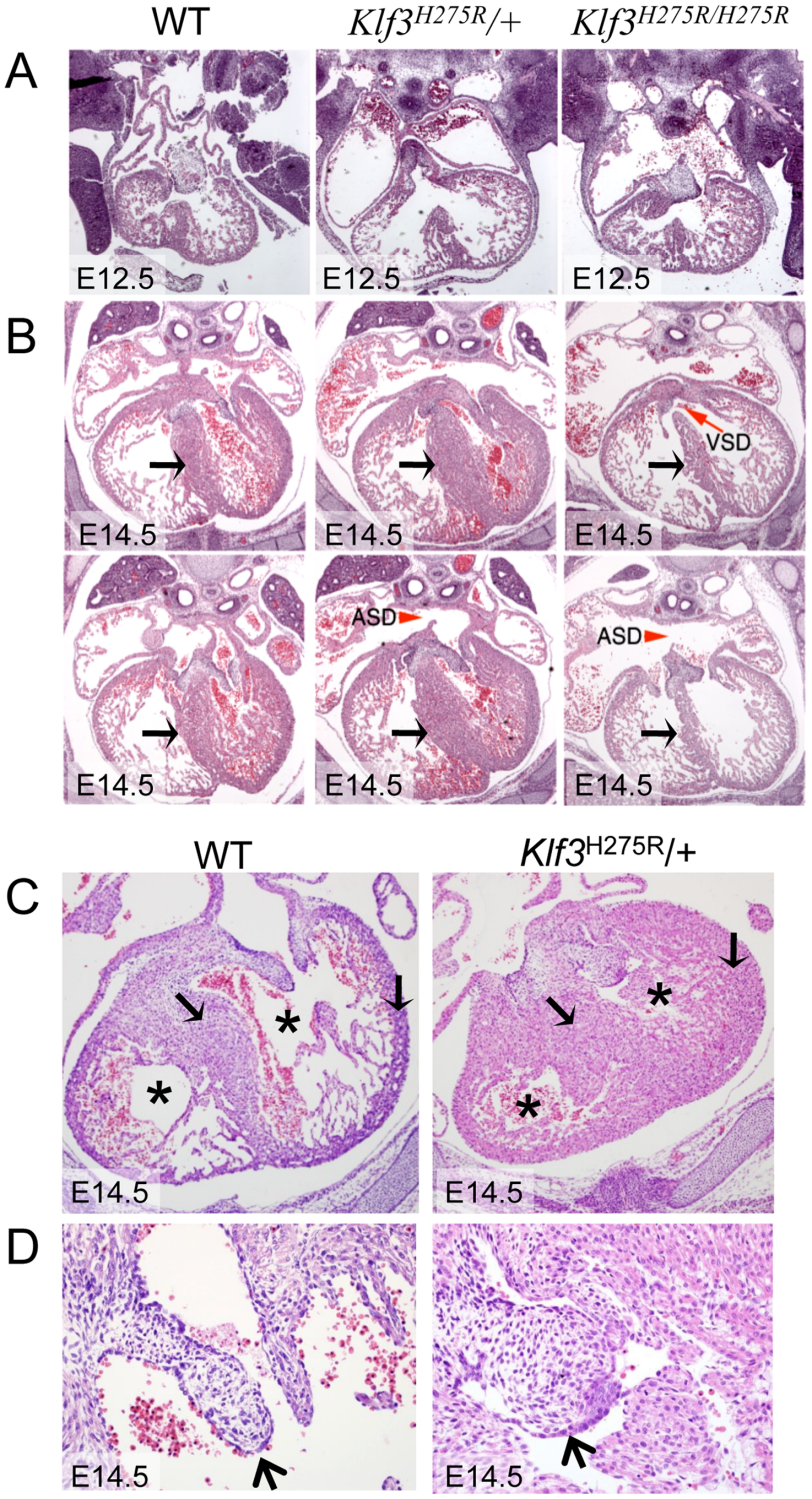
Abnormal cardiac histology in *Klf3^H275R^* embryos. In homozygotes, histological images showed thinned and disorganized ventricular myocardium and septum (A) at E12.5 and (B) in a rare homozygous survivor at E14.5 (two section levels from same specimen are shown). At E14.5, ventricular (VSD) and atrial septation defects (ASD) were observed in some homozygote and heterozygote hearts. (B) The interventricular septum of heterozygotes at E14.5 appeared thickened relative to WT and homozygotes (black arrows). (C) Heterozygous *Klf3* ^H275R^ hearts at E14.5 exhibited thickened myocardial and septal wall thicknesses (arrows), diminished left and right ventricular lumens (*), and (D) abnormal hyperplasia of atrioventricular cushion tissue (arrows) (enlargement from (C)). All homozygotes died prenatally. About half of the heterozygotes died before weaning.

**Figure 5:**
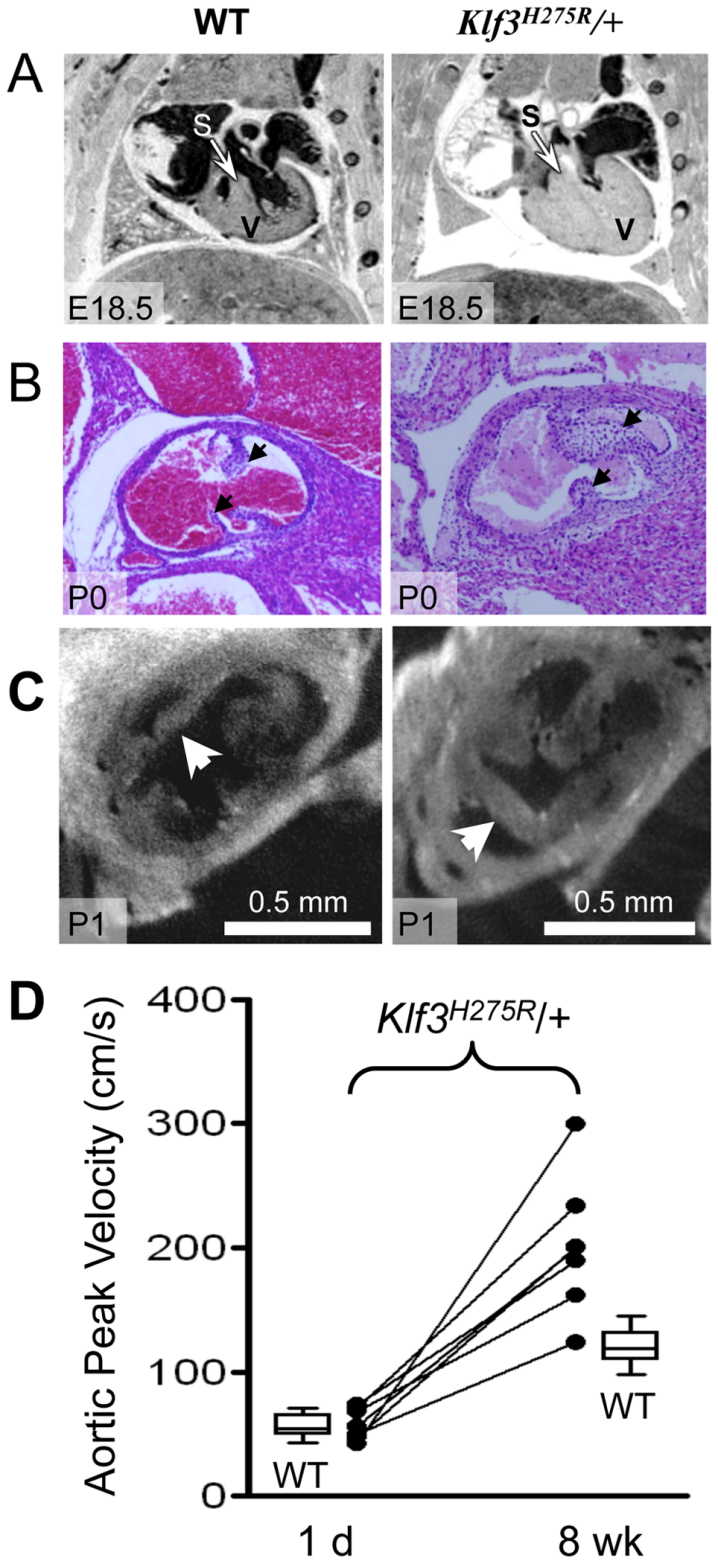
Abnormal hearts and aortic valves in *Klf3* ^H275R^/+ neonates. (**A**) Thoracic images of neonates delivered by cesarean-section at E18.5 (term). The heterozygous *Klf3* ^H275R^ neonate breathed occasionally for 30 min then stopped breathing and died (right). The wild type (WT) neonate (left) breathed and appeared normal before being euthanized for MRI. The ventricular myocardium (V) and septum (S) were markedly thickened in the heterozygous neonate that died. (**B**) Aortic valve leaflets (arrows) of a heterozygous *Klf3* ^H275R^ neonate found dead on postnatal day 0 (P0) were thickened (right) relative to a same age control (left). (C) Optical Projection Tomographic images of aortic valves from apparently healthy neonates on day 1 showing thickened aortic valve leaflets in *Klf3* ^H275R^/+ (right) compared to WT (left). (**D**) Serial measurements of aortic peak blood velocity in *Klf3^H275R^*/+ as neonates on day 1 and at 8 wk as adults (n = 7; solid lines join points). Box plots show WT values for day 1 neonates (n = 14) and 8–14 wk adults (n = 21). At day 1, all 7 *Klf3^H275R^*/+ mice had aortic peak velocities within the normal range whereas 6 of 7 were elevated by 8 wk.

To better define the age of lethality in heterozygotes, we delivered 3 litters of *Klf3* ^H275R^/+ crossed with B6 mice by caesarean section at term (E18.5). Three *Klf3* ^H275R^/+ embryos had recently died in utero and 2 *Klf3* ^H275R^/+ died within 30 min with only occasional breathing **(Table S2**). *Klf3* ^H275R^/+ pups that survived for up to 2 h were significantly smaller (1.02±0.02 g (n = 9)) than WT littermates (1.13±0.02 g (n = 10); P = 0.002). We next allowed 5 litters of *Klf3* ^H275R^/+ crossed with B6 mice to deliver naturally at term. One day after birth, cardiac hypertrophy in *Klf3* ^H275R^/+ pups was significant in surviving pups (7.5±0.2 mg/g body weight (n = 9) vs. WT 6.5±0.1 mg/g (n = 23); P <0.001) whereas it was striking in dead or dying pups on day 1 (15±2 mg/g (n = 3); P<0.001). Imaging showed that pups that died within 1 d of delivery had markedly diminished ventricular lumens, markedly thickened ventricular and septal myocardia, and aortic valve leaflets that were short and thick (**Figure 5A,B,C**). Thus, heterozygous *Klf3* ^H275R^/+ pups that had the most pronounced ventricular hypertrophy apparently died in the perinatal period.

### Cardiac hemodynamic dysfunction in postnatal Klf3^H275R^/+ mice

Aortic blood velocity was not higher in *Klf3* ^H275R^/+ pups at day 1 of age (49±4 cm/s; n = 9) relative to WT littermates (48±4 cm/s; n = 21). In *Klf3* ^H275R^/+ pups assessed on day 1 and again at 8 wk; 6 of 7 developed high velocities (>2 SD) by 8 wk (**Figure 5D**). Peak aortic blood velocity did not increase further between 9 wk and 1 y (n = 15; not shown). Thus, the *Klf3* mutation may alter prenatal aortic valve development but the development of sufficient stenosis to elevate aortic blood velocity is a postnatal event occurring by 8 wk in *Klf3* ^H275R^/+ mice.

Heterozygous mice that survived the perinatal period survived into adulthood. However the number of adults that died before 60 wk was significantly increased; 21% of *Klf3* ^H275R^/+ mice with high aortic blood velocities at 8 wk died under 60 wk of age (41 of 195) vs. 4% of WT cage-mates (2 of 54) (P<0.0001). Premature death in adulthood was associated with a rapid deterioration in health and all 4 mice found moribund exhibited marked cardiac enlargement (e.g. **Figure S3**; heart weight 0.367±0.040 g (n = 3) vs. 0.159±0.008 g (n = 3) WT cage mates). In the *Klf3* ^H275R^/+ group as a whole at ∼20 wk, cardiac enlargement was less pronounced and lung weight was not elevated (**Table S3**). Results are consistent with premature death caused by heart failure.

### Cardiac structure and function in adult heterozygous Klf3 point mutants

We anticipated that intraventricular pressures would be elevated due to aortic valvular stenosis in surviving adult *Klf3* ^H275R^/+ mutants and that this would lead to concentric ventricular hypertrophy (i.e. increased wall thickness) secondary to increased afterload. While the hearts were hypertrophic (i.e. the heart to body weight ratio was significantly elevated; **Table S3**), hypertrophy was not concentric because there was no increase in wall thickness in mutant adults (**Table 1**). Furthermore, the heart to body weight ratio did not correlate with aortic blood velocity (r^2^ = 0.17; P = 0.1; n = 13) or with the transvalvular pressure gradient (r^2^ = 0.06; P = 0.5; n = 7) in adult *Klf3* ^H275R^/+ mice. Indeed, left ventricular systolic blood pressure was not significantly elevated when directly measured in isoflurane-anesthetized mice (**Figure 2C**). Instead, we found that surviving adult *Klf3* ^H275R^/+ mice had eccentric hypertrophy (i.e. increased chamber dimensions). Thus, other prominent cardiovascular abnormalities were caused by the *Klf3* ^H275R^ allele; abnormalities not due to aortic valve defects.

Echocardiography on *Klf3* ^H275R^/+ mice was therefore performed to discover other effects of this mutation on adult cardiac function. We found that the diastolic volume of the left ventricle was significantly increased, and cardiac output was nearly doubled despite their smaller body weight (**Table 1**). The left and right atrial areas measured by ultrasound were also significantly increased in *Klf3* ^H275R^/+ hearts (**Table 1**), as was the heart to body weight ratio (**Table S3**). Left ventricular wall thicknesses and heart rate were unchanged (**Table 1**). *Klf3* ^H275R^/+ mice had improved systolic function as suggested by a significant increase in ejection fraction (**Table 1**) and improved diastolic filling as suggested by a 30% increase in the early filling (E-wave) velocity for left and right atrioventricular filling (**Table 1**). The high E-wave may explain its more frequent fusion with the A-wave in *Klf3* ^H275R^/+ mice (**Table 1**). Improved systolic and diastolic function was also supported by a change in the Tei Index (**Table 1**), a global indicator of cardiac function [22]. The change in the Tei Index occurred due to significantly shorter isovolumetric contraction and relaxation times, and a significantly longer ejection time (**Table 1**). Other than eccentric hypertrophy, there was no abnormality in histological structure of the heart, or atrial or ventricular myocardium detected by light microscopy (**Figure S4A**) or electron microscopy although myocardial contraction bands were more frequent in *Klf3* ^H275R^/+ mice (**Figure S4B**).

The *Klf3* ^H275R^/+ mutation caused a doubling of cardiac output (**Table 1**). Physiological increases in cardiac output can be evoked by increased metabolic rate or by reduced oxygen carrying capacity of the blood. Both would tend to increase tissue requirements for perfusion. We therefore measured oxygen consumption but found that it was only 15% higher in *Klf3* ^H275R^/+ mice (3112±28 ml h^−1^ kg^−1^ vs. 2709±22 ml h^−1 ^kg^−1^ in WT littermates, P = 0.03; n = 4 males per group averaged over 24 h) and thus was insufficient to explain the doubling in cardiac output in *Klf3* ^H275R^/+ mice. Similarly, although *Klf3* ^H275R^/+ mice were slightly anemic with a significant 10% reduction in RBC count (**Figure S5**) and haemoglobin concentration (not shown), reduced oxygen carrying capacity of the blood was insufficient to explain the large increase in cardiac output in these mutants.

### Arterial hypotension in adult heterozygous Klf3 point mutants

High cardiac output can also be induced physiologically by low total peripheral vascular resistance. This mechanism was implicated by the significant reduction in arterial blood pressure in *Klf3* ^H275R^/+ mice both when awake measured by tail cuff (98±2 mmHg vs. 108±1 mmHg in WT littermates at 9–12 wk; n = 10/genotype) and in the ascending aorta of anesthetised mice using a catheter-tip pressure transducer (**Figure 2C**). Heart rate did not significantly differ by genotype whether measured awake (677±13 min^−1^ *Klf3* ^H275R^/+ vs. 636±21 min^−1^ in WT; n = 10/genotype) or under anesthesia (**Table 1**). We found that low blood pressure was not caused by low plasma volume. Indeed, plasma volume measured by Evan's Blue dilution was 34% greater in *Klf3* ^H275R^/+ (44±3 ml/kg vs. 33±2 ml/kg in WT; P = 0.015; n = 6 per group). We were unable to find peripheral vascular malformations by color Doppler echocardiography, gross dissection, MRI or histology that could explain the low total peripheral vascular resistance.

These results suggest that the *Klf3* ^H275R^/+ mutation caused low peripheral vascular resistance by increasing peripheral vascularity and/or vascular calibre. The resulting low arterial pressure resulted in intraventricular pressures that were not elevated despite aortic valvular stenosis and this likely explains the absence of left ventricular wall thickening in adult *Klf3* ^H275R^/+ mutants. Thus the *Klf3* ^H275^ mutation caused other prominent cardiovascular abnormalities in addition to defects in aortic valve development.

### Body composition in heterozygous Klf3 point mutants

A defect in adipogenesis leading to reduced body weight and fat mass was the primary phenotype reported for homozygous mice with targeted deletion of the KLF3 zinc finger DNA binding domain [12]. An *in vitro* role for KLF3 in adipocyte differentiation was also found. In young adult *Klf3* ^H275R^/+ mutants in our study, percent body fat was reduced by 14% (P<0.04; n = 13/genotype) and body weight by 8% (P<0.001; n = 13/genotype) in surviving *Klf3* ^H275R^/+ mice at 10–11 wk. At 18–25 wk, the relative weight of the superficial abdominal fat pad was reduced by 43%, which contrasted with increased relative weights of the heart, spleen, kidney, and brain (**Table S3**). Relative lung and liver weights were not affected (**Table S3**). The similarity in body weight and fat mass phenotype between *Klf3* ^H275R^/+ and *Klf3* DNA binding domain deletion mutants [12] suggested that *Klf3* ^H275R^ is a loss of function allele. However, divergent traits (below) suggest that the interaction is more complex.

### Effect of Klf3 point mutation on Klf3 mRNA and protein function

*Klf3* mRNA (**Figure 6A**) and protein (**Figure 6B**) were expressed at wild-type levels in homozygous and heterozygous *Klf3* ^H275R^ embryos at E12.5. H275R protein exhibited reduced binding to KLF3's canonical CACCC binding region of the β-globin gene promoter both using recombinant bacterial GST-*Klf3* zinc finger 1–3 protein (**Figure 6C**) or full length KLF3 protein expressed in COS cells (**Figure 6D**), but did not interfere with the ability of WT KLF3 to bind to DNA (**Figure S6**). *In vivo*, the H275R protein significantly opposed the repression of *Lgals3*, a gene that is normally repressed by KLF3 [14], in *Klf3* ^H275R^ homozygous embryos at E12.5 (**Figure S7**). However, expression of other known KLF3 targets including *Klf8*, *Crip1*, and *Pqlc3* (Crossley M et al. unpublished) was unaffected (not shown).

**Figure 6:**
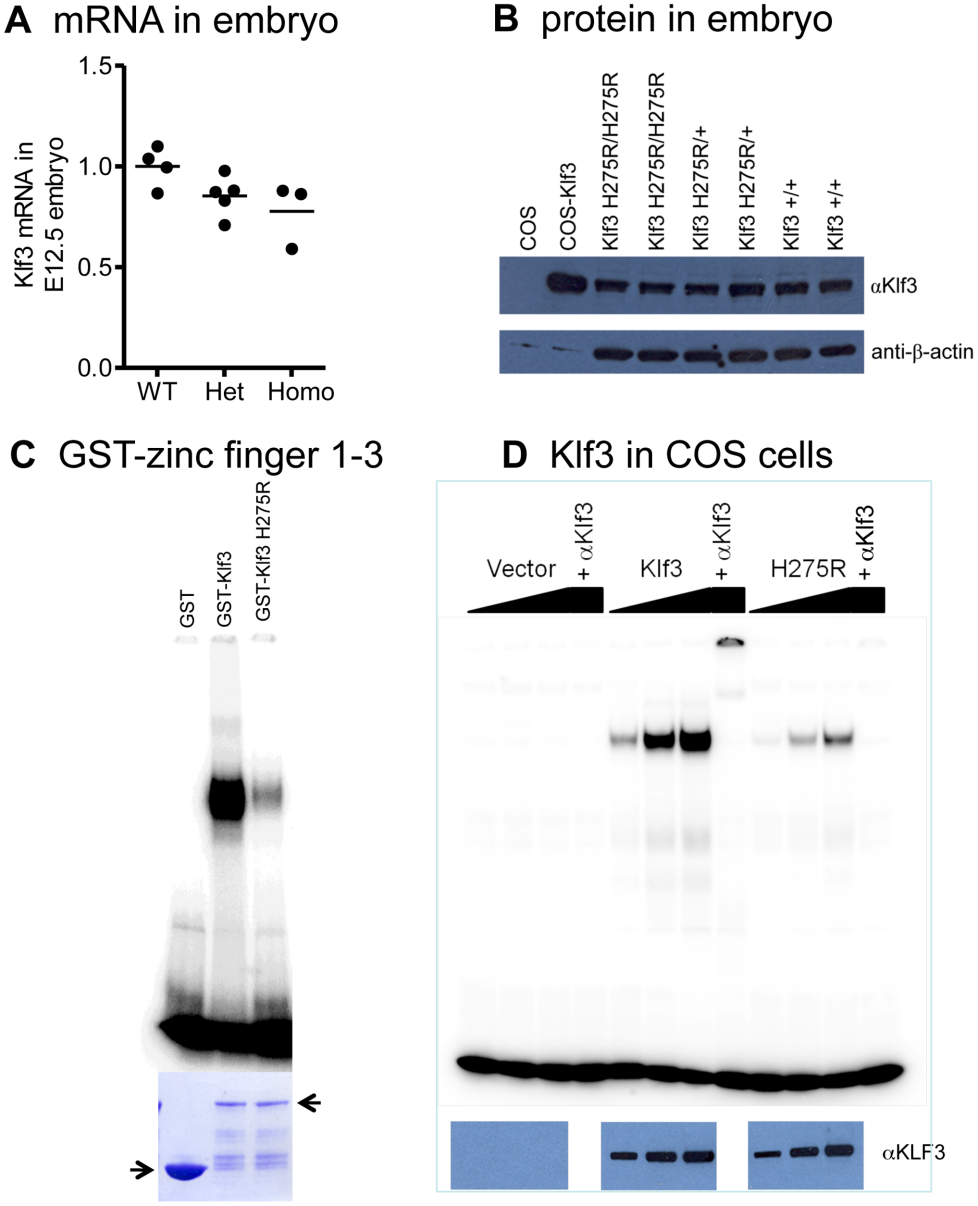
*Klf3^H275R^* mRNA, protein, and impairment in DNA binding. (A) Similar levels of *Klf3* mRNA by qRT-PCR (P>0.05) and (B) KLF3 protein by Western blot (WB) in whole H275R homozygotes (Homo) and heterozygotes (Het) versus wild-type (WT) embryos at E12.5. (C) Bacterial expression of GST-zinc finger 1–3 of normal and mutant protein showing that H275R impaired DNA binding to CCACACCCT (canonical β-globin promoter) in electrophoretic mobility shift assay (coomassie blue-stained SDS PAGE gel (below)). (D) Dose-response showing H275R also impaired binding to CCACACCT in electrophoretic mobility shift assays when full length *Klf3* was expressed in COS cells (western blot with αKlf3 antibody below). Protein identity was validated by eliminating binding with a KLF3 antibody (αKlf3).

### Klf3 deficiency causes abnormal cardiovascular development in zebrafish and mice

Because a role for KLF3 in cardiovascular development and function was hitherto unknown, we asked whether reduced KLF3 function could cause abnormal cardiovascular development in zebrafish embryos by using anti-*klf3* morpholinos to inhibit translation of *klf3* transcript. At 48 hour post-fertilization (hpf), embryos appeared to be developing normally suggesting that initial differentiation and morphogenesis of the heart proceeded normally. However by 72 hpf, 65% of *klf3* knockdown embryos exhibited cardiac edema indicative of cardiovascular dysfunction (i.e. 49 of 59, and 27 of 58 in 2 replicate experiments) and some hearts were visibly dysmorphic and did not properly loop (**Figure 7**). Of those with edema, blood flow was visible in the embryonic vasculature in 60% of embryos at 72 hpf (i.e. 22 of 49, and 8 of 27 in the 2 replicates) with no occlusion of the outflow tract evident (data not shown). This supports cardiac dysfunction as the primary cause of cardiac edema and heart defects. Results were consistent over 6 replicate experiments (50–100 embryos per experiment). Injection of the mismatch control morpholino had no effect on the developing heart.

**Figure 7:**
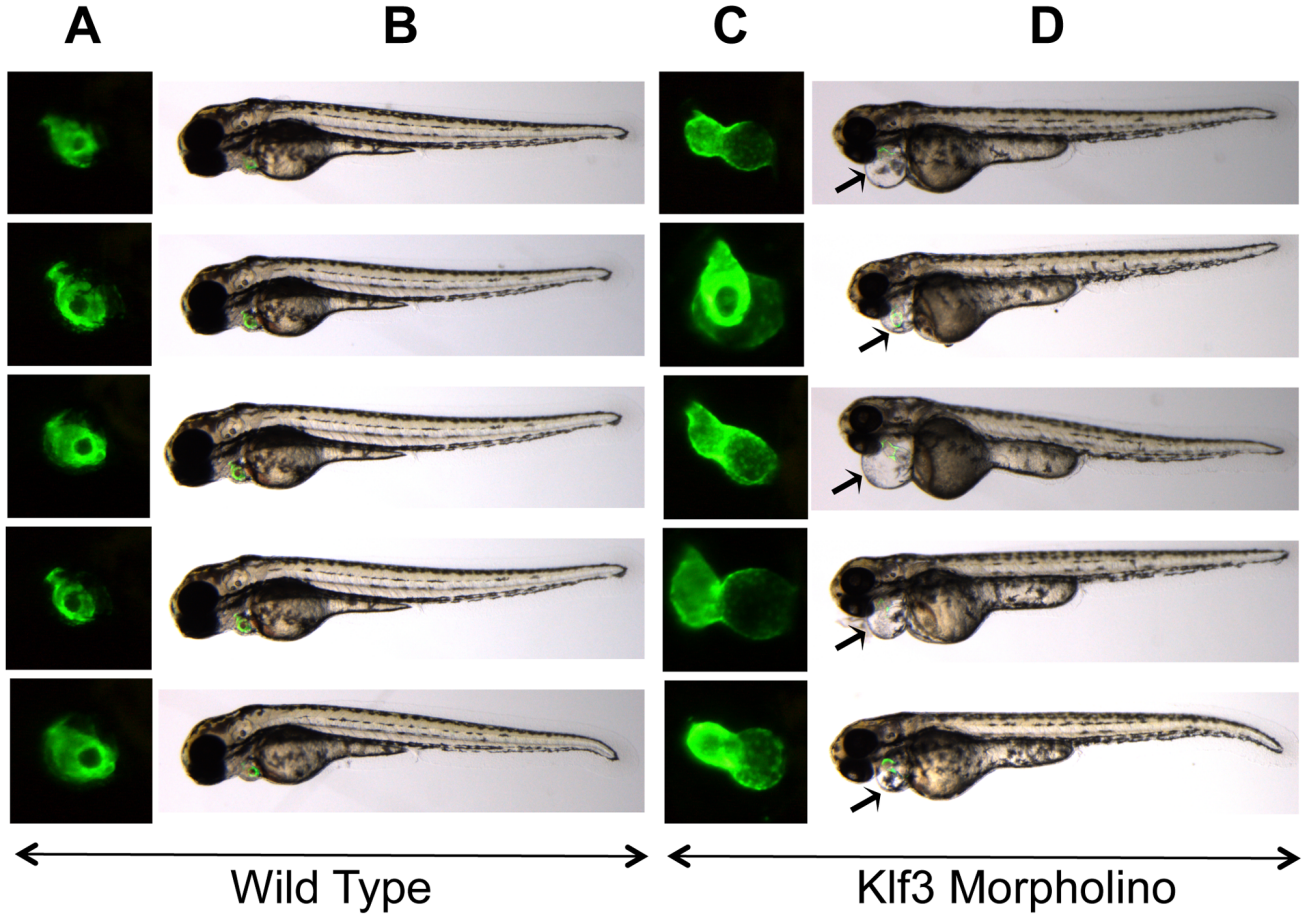
Cardiac edema in zebrafish embryos injected with *klf3* morpholinos. (A,C) Enlarged GFP images of embryonic hearts at 72 hpf. GFP expression was driven by the *myl7* regulatory element (cardiac myosin light chain 2) and marks the myocardium of the ventricle (rostral) and atrium (caudal). (B,D) Light microscopy images of the corresponding zebrafish embryos with the GFP heart image shown in (A,C) superimposed. The GFP heart is in the same orientation as in (A) but has not yet been enlarged. Most embryos injected with *klf3* morpholino exhibited cardiac abnormalities as shown in (C) and cardiac edema shown by arrows in (D) in comparison to wild type embryos shown in (A,B). Injection of the mismatch control morpholino had no effect on the developing zebrafish heart (not shown).

### Lethality and the cardiovascular phenotype of Klf3 gene trap mutants

To further validate that altered KLF3 function was the cause of the cardiovascular defects observed in *Klf3* ^H275R^ mutants, we generated mutant mice from two embryonic stem cell lines with gene trap vectors inserted near the start of the *Klf3* gene (XS and CH; **Figure 8A**). These insertions largely eliminated *Klf3* mRNA (**Figure 8B**) and KLF3 protein (**Figure 8C**) expression in homozygotes. If *Klf3* ^H275R^ was a simple loss of function allele, then these gene trap mutants would be anticipated to exhibit perinatal lethality and cardiovascular defects similar to *Klf3* ^H275R^ mutant mice.

**Figure 8:**
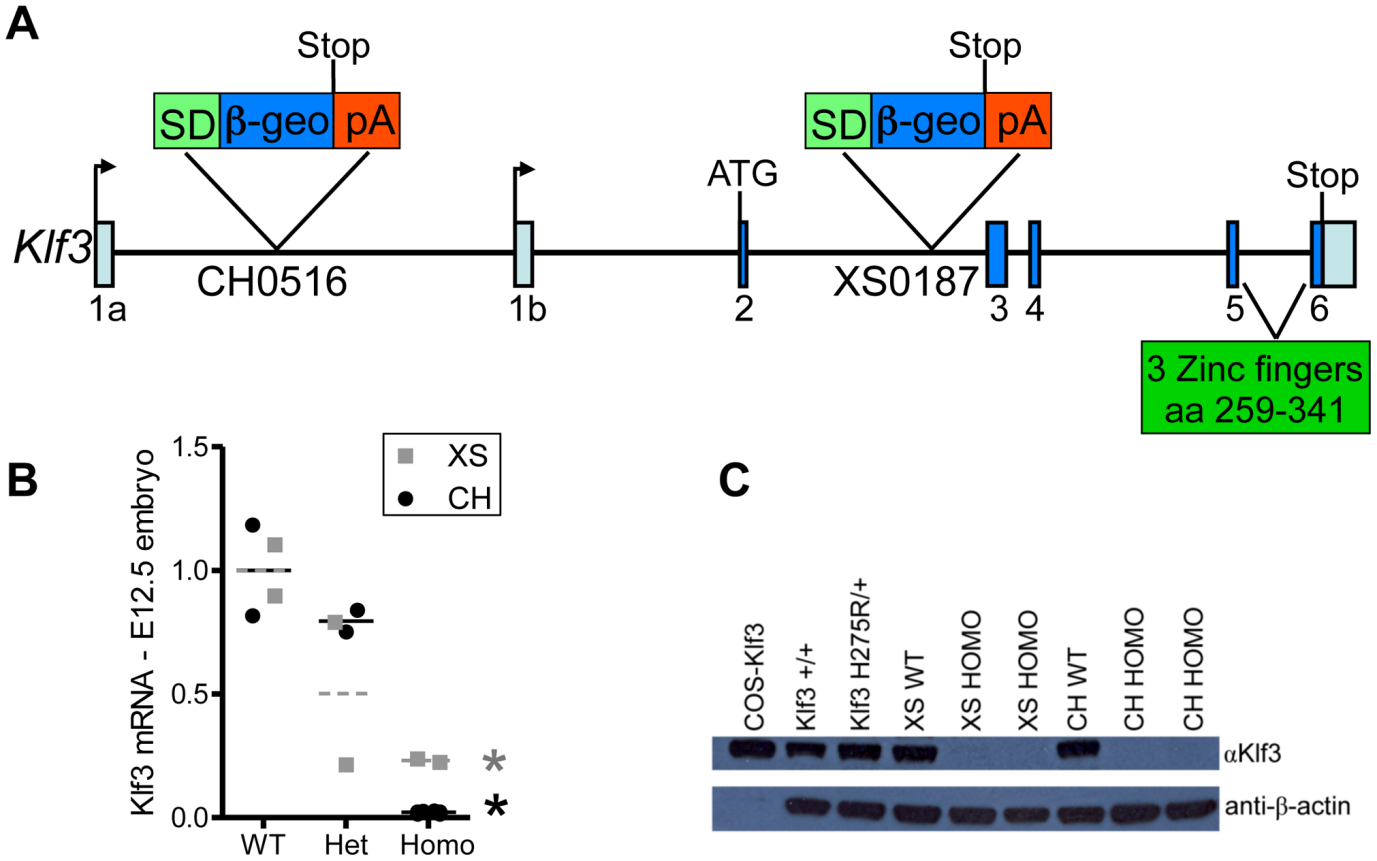
Gene trap insertion sites and effects on *Klf3* mRNA and protein. (A) Schematic of *Klf3* gene showing the DNA insertion site of the gene trap marker in the XS line (XS0187) and in the CH line (CH0516). SD = splice donor site; β-geo = β-galactosidase and neomycin fusion protein; pA = polyadenylation. (B) *Klf3* mRNA in E12.5 whole embryos from the XS (grey squares) and CH (black circles) gene trap lines measured by qRT-PCR was significantly decreased in homozygotes (homo) but not heterozygotes (het). (C) KLF3 protein in spleens of Klf3^H275R^/+ adults was similar to WT (i.e. Klf3+/+, XS WT, CH WT) whereas it was undetectable in XS and CH homozygote spleens by western blot.

At weaning, heterozygosity did not affect survival in *Klf3* gene trap mutants. This contrasted with ∼50% of *Klf3* ^H275R^ heterozygotes dying in the perinatal period. However, there was significant lethality prior to weaning age in homozygous gene trap mutants compared to WT littermates (**Table S4**). This was reported previously for homozygous mutants lacking *Klf3*'s DNA binding region where ∼half those anticipated were found at weaning whereas the anticipated ratio was observed at E14.5 [12]). We found that some homozygous gene trap mutants survived to adulthood whereas homozygosity of the point mutation was always embryonic lethal.

To evaluate the effect of *Klf3* gene trap mutations on the aortic valve, we measured ascending aortic blood velocity in homozygous adults. We found that aortic velocity was elevated in a significantly greater proportion of surviving homozygotes of both gene trap lines (**Figure 9A**). Heterozygotes were not significantly affected (not shown). Homozygote gene trap mutants often exhibited thickened aortic valve leaflets by gross morphology (5 of 7 mutants vs. 0 of 6 WT littermates) (e.g. **Figure 9B**). Thus, homozygous *Klf3* gene trap mutations caused stenotic, malformed aortic semilunar valves that resembled those of the heterozygous point mutant mice (*Klf3* ^H275R^/+).

**Figure 9:**
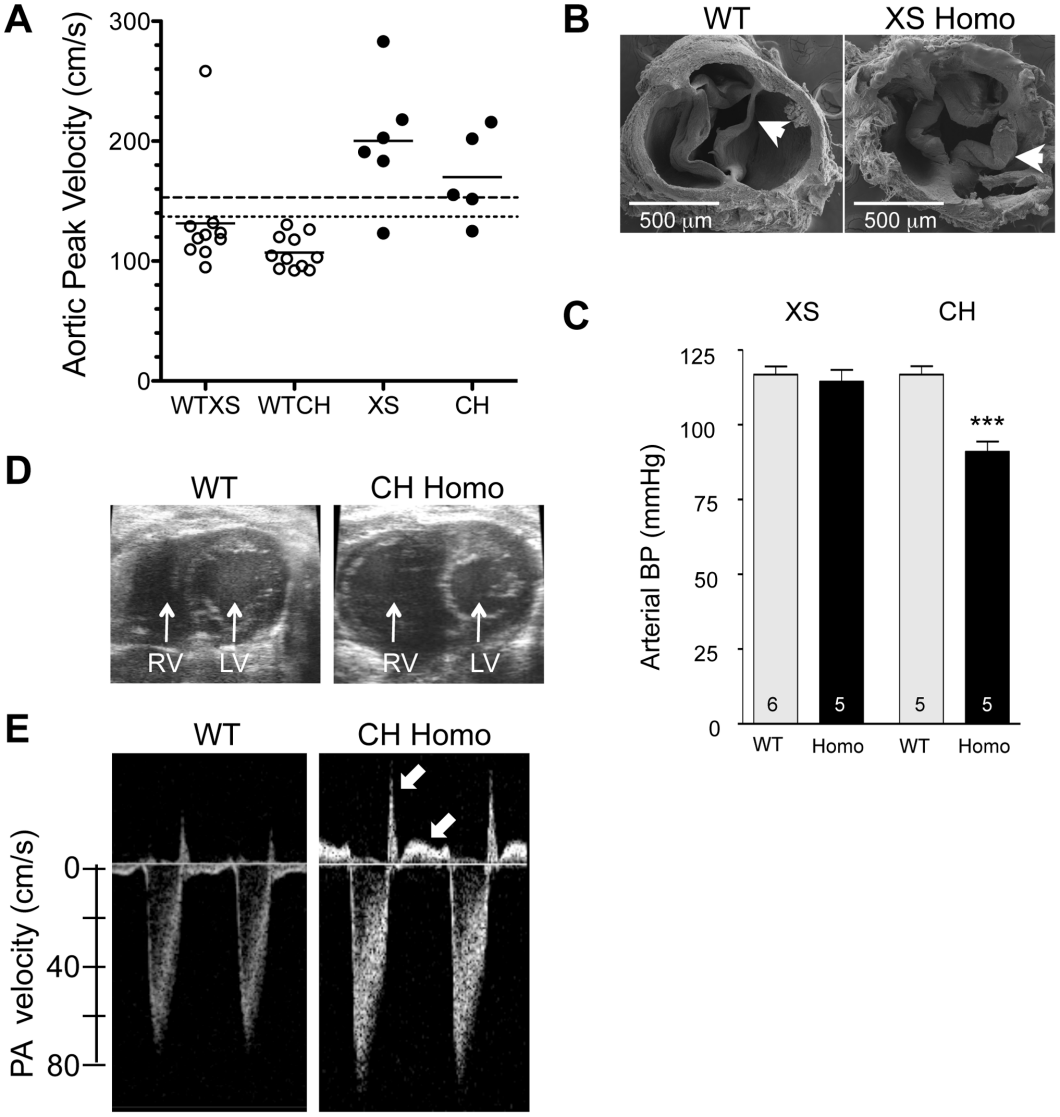
Cardiovascular changes in adult homozygous (homo) gene deletion mutants. (A) Elevated peak blood velocity in the ascending aorta of XS and CH gene trap mutants (solid circles) relative to WT controls (open circles). Group means are indicated by horizontal lines. The lower dashed line shows the mean + 2SD and the upper dashed line the mean + 3SD for WT point mutant controls. 5 of 6 XS, and 4 of 5 CH mice had elevated peak velocities (>2SD relative to WT point mutants). (B) Scanning electron microscopy images of the aortic valve of a WT littermate (left) and a XS homozygote with aortic valvular stenosis (right). Note marked thickening of the valve leaflets of the mutant. (C) Arterial blood pressure by tail cuff plethysmography in XS and CH lines. *** P<0.001. N is shown in the bar. Mean ± SE. Note that significant hypotension was observed in the CH line only. (D) Cross-sectional view of the heart of a WT and CH homozygous mutant. Note the enlarged right ventricle (RV) in the mutant. Prominent RV enlargement was observed in 2 of 7 XS and 6 of 8 CH homozygotes but no WT controls. (E) Doppler velocity waveform in the proximal pulmonary artery in a WT and CH homozygous deletion mutant. Reversed diastolic blood velocities (arrows) indicate pulmonary valve regurgitation (observed in 5 of 7 XS and 8 of 8 CH homozygotes but no WT).

Like adult *Klf3* ^H275R^ heterozygotes, homozygous gene trap mutants also had other diverse cardiac defects. They had significantly higher cardiac output (**Table 1**) with no change in left ventricular wall thickness or heart rate (**Table 1**) and, in homozygous CH mice, significantly higher left ventricular end diastolic volume (**Table 1**), consistent with a phenotype of left ventricular eccentric hypertrophy. Homozygous CH mice also had significantly reduced arterial pressure (−26 mmHg) (**Figure 9C**), which was similar to *Klf3* ^H275R^ heterozygotes (−10 mmHg) (**Figure 2C**). Also like adult *Klf3* ^H275R^ heterozygotes, homozygous gene trap mutants had significantly reduced body weights, enlarged hearts, and decreased abdominal fat pad weights (**Table S5**).

Homozygous *Klf3* gene trap mutants exhibited a pronounced right ventricular trait not observed in *Klf3* ^H275R^/+ mice. They often had marked pathological enlargement of the right ventricle (8 of 15; e.g. **Figure 9D**) and an abnormal leftward septal deviation in early diastole (M**ovie S1** **and S2**). Many also exhibited abnormally thickened pulmonary valve leaflets (**Figure S2C,D**), and pulmonary valve regurgitation (13 of 15) that was often associated with tricuspid valve regurgitation (7 of 15) (**Figure 9E**). Lung weight was significantly increased (**Table S5**) consistent with pulmonary congestion. No septal defects were detected. It is noteworthy that valve closure and septal deviation abnormalities could be secondary to a primary right ventricular enlargement defect.

There were also differences in the haematological phenotypes of the point mutant and gene trap mutants. All 3 mutant lines exhibited greater variation in red cell volume (%RDW; **Figure S5**) and a larger number of reticulocytes (immature RBC) in blood smears suggesting a defect in erythrocyte production, structure, and/or elimination. However, only *Klf3* ^H275R^ heterozygotes were anaemic and had increased RBC cell size, and only homozygous gene trap mutants had increased white blood cell counts (WBC) (**Figure S5**).

In *Klf3* ^H275R^/+ mice, slight anaemia was deemed insufficient to explain the large increase in cardiac output in these mutants. This is supported by the finding that homozygous gene trap mutants had increased cardiac output (**Table 1**) but no significant change in RBC count (**Figure S5**) or haemoglobin concentration (not shown).

### Organ distribution of Klf3 expression

Staining for *LacZ* generated by the XS *Klf3* gene trap vector indicated strong *Klf3* expression in the E10.5–12.5 embryonic aorta and cardiac outflow tract (where heart valve primordia form) (**Figure 10A–D**). LacZ staining in the embryonic myocardium was diffuse and punctate (not shown). LacZ staining was also observed in the adult atrial and ventricular myocardium, heart valves, and endothelial and vascular smooth muscle of the vasculature (**Figure 10E–L** **, Figure S8**). Thus local alterations in KLF3 transcriptional activity in cardiovascular cells may directly cause aortic valvular stenosis, hypotension, and abnormal myocardial growth. Strong *LacZ* staining was observed at other discrete albeit widespread sites within the embryo (e.g. **Figure 10A,C**) as observed previously by ISH in embryos [8], [23] and by qRT-PCR in adult tissues [9] so indirect hormonal or neural mechanisms may also play a role in cardiovascular abnormalities in *Klf3* mutants.

**Figure 10:**
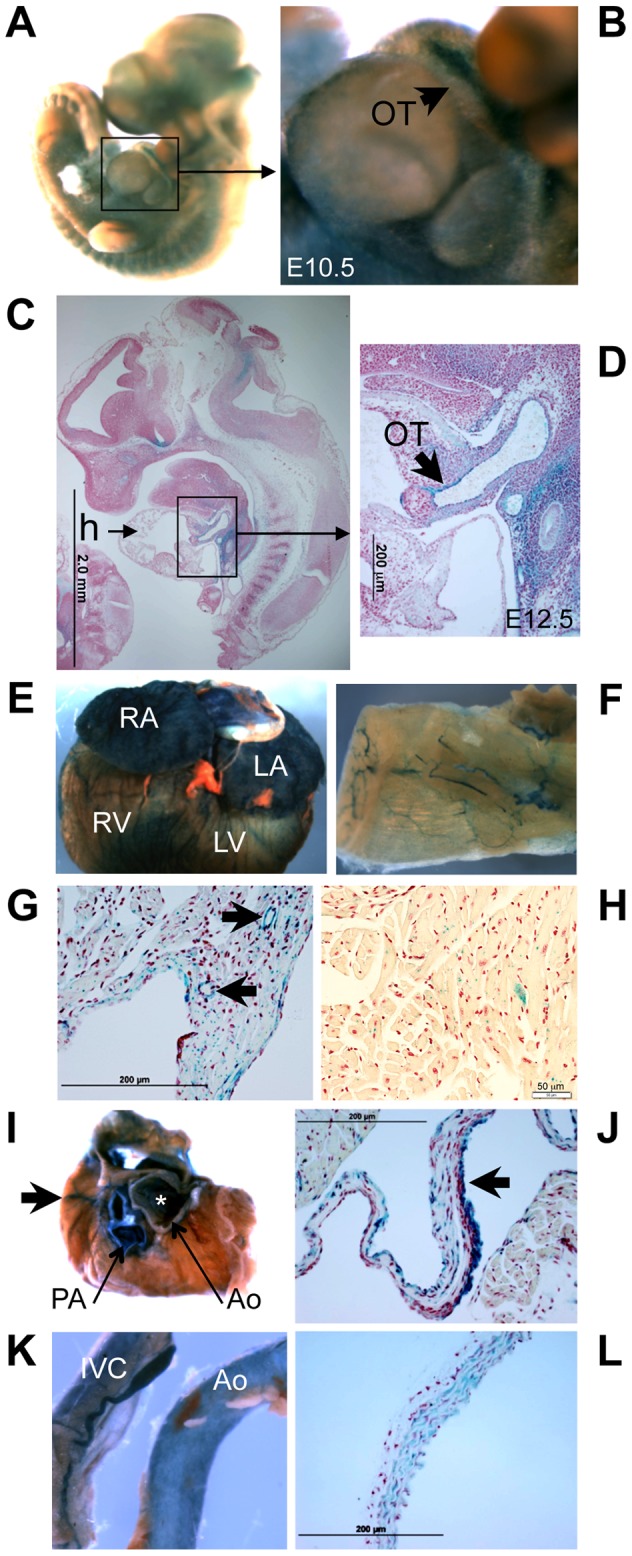
*Klf3* gene expression detected by LacZ staining in the developing and adult heart and vasculature. LacZ -staining (blue) in homozygous XS mice shows *Klf3* gene expression is located at discrete but widespread sites in (A) the E10.5 embryo (whole mount) including (B) the embryonic outflow tract (OT), and (C) in histological sections of E12.5 embryos particularly in (D) the outflow tract. In adult XS mice, prominent *Klf3* gene expression was observed in (E) the atria and ventricles and in (F) blood vessels including those of the skeletal muscle shown here in LacZ stained tissues. Histological images show *Klf3* expression in the myocardium of the (G) atrium (where blood vessels are also heavily stained (arrows)) and in (H) the ventricle where staining is diffuse and punctate. (I) After removing the atria from the heart, prominent expression was seen in cardiac valves (asterisk indicates aortic valve location) and in the aorta (Ao) and pulmonary artery (PA), and coronary vessels (arrows) of the heart. Histological images show strong staining in (J) the aortic valve leaflets (arrow). *Klf3* gene expression was prominent in (K) the inferior vena cava (left) and aorta (right) and in (L) histological images of vasculature where staining was found in both the smooth muscle and endothelium as shown here for the aorta. Ao, aorta; h, heart; IVC, inferior vena cava; LA, left atrium; LV, left ventricle; OT, outflow tract; PA, pulmonary artery; RA, right atrium; RV, right ventricle.

### Altered embryonic gene expression caused by *Klf3* ^H275R^ and CH *Klf3* gene trap mutations

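RNA of whole embryos at E12.5 was measured on 17 Affymetrix 2.0 ST arrays, with 1 array per RNA sample: 4 WT, 4 *Klf3* H275R heterozygotes, 3 *Klf3* H275R homozygotes, 4 CH homozygotes and 2 CH heterozygotes, a group that the paper's paragraph on microarrays does not list. Arrays are named here by genotype and replicate number (WT 1 to WT 4). *Klf3* H275R is a point mutation in a zinc finger of KLF3, a transcription factor of the Krüppel-like family, and the CH line carries a gene trap in intron 1 of *Klf3*. The sources used here do not say whether the embryos of a group came from separate litters, so the p-values measure the spread between these samples only. The deposited values are log2 values from robust multiarray average (RMA) normalization, in which the background is removed, the distributions of the arrays are made equal and the probes of each probe set are combined into 1 value. The paper names Partek Genomic Suite and a false discovery rate of 0.1 for these arrays, and its text does not name the test used for them. Its section on statistics names Student's t-test and, for several groups, ANOVA, without tying them to the arrays. The former is called the methods' t-test here. The table holds 39137 probe sets, of which 23521 have 1 gene symbol in the platform annotation used here (22180 genes), 1814 have several and 13802 are not in it. The medians of the arrays lay between 6.68 and 6.78, and across probe sets the arrays correlated with each other at 0.981 to 0.994. There were 0 identical pairs of arrays.

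Each probe set was tested with limma, in a linear model with 1 mean per genotype and 1 moderated estimate of the spread over the 15 arrays of the 4 genotypes that the paper compares. All 17 arrays entered the fit where CH heterozygotes were compared. P-values were adjusted by the Benjamini-Hochberg method over all 39137 probe sets and passed under 0.1. The number of arrays limits the precision: in simulated data for *Klf3* H275R homozygotes against WT, 85.1% of changes of 1 log2 unit and 55.2% of changes of 0.5 were recovered. The simulated noise was independent between probe sets, and 183 probe sets passed there against 5 in the real arrays. More true changes make the threshold easier to meet, so these shares do not give the power of the real comparison. In addition, 25 gene lists (targets of KLF3, cardiac, vascular, blood, liver and other cell types, stage, sex and handling) were fixed before the data were examined and tested with camera at a preset correlation between genes of 0.01.

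The sex, litter and exact stage of each embryo are not given in the sources used here. *Kdm5d*, a gene of the Y chromosome, was at 9.52 to 9.70 in WT 2, *Klf3* H275R homozygote 1, CH homozygote 3 and CH heterozygote 1, and at 3.79 to 4.46 in every other array. The first principal component of the arrays, which held 19.7% of the variance, placed WT 4 (21.0) among the 6 CH line arrays (5.65 to 30.5), and the other 10 arrays lay between −29.5 and −0.274. The sources used here do not say which line WT 4 came from. If it was a littermate of the CH line, the WT group holds embryos of 2 lines, and every difference from WT reported here mixes line with genotype. If no WT array came from the CH line, the CH groups differ from WT in line as well as in genotype. Differences between CH and *Klf3* H275R embryos mix line with genotype in either case. The mean of 15 cartilage genes was 8.69, 8.54 and 8.41 in CH homozygotes 2 and 4 and CH heterozygote 2, and 7.60, 7.56, 7.52 and 7.50 in CH homozygotes 1 and 3, CH heterozygote 1 and WT 4. In the other 10 arrays it was 7.83 to 8.06. The paper states that the phenotyping of *Klf3* H275R mice was largely on a C57BL/6J background and that of the gene trap lines on a mixed one.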

Gene expression was evaluated in *Klf3* ^H275R^ and CH homozygotes, *Klf3* ^H275R^ heterozygotes, and WT by microarray (**Figure S9**). To increase the likelihood of revealing immediate downstream targets of KLF3, we used mRNA isolated from whole embryos collected at E12.5 d of gestation. At this stage, *Klf3* ^H275R^ homozygosity was not yet lethal, and *Klf3* LacZ expression was widespread (e.g. **Figure 10A**). 

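*Hsd3b6*, which encodes an enzyme of the 3β-hydroxysteroid dehydrogenase family of steroid synthesis, was lower in *Klf3* H275R homozygotes than in WT. Its log2 value was 9.66 ± 0.48 (SD, n = 3) in homozygotes and 11.20 ± 0.09 (SD, n = 4) in WT, a difference of −1.54 (SE 0.22, 0.343-fold, adjusted p = 0.0756 from limma). *Xk*, which encodes the red cell protein that carries the Kx antigen, was at 7.90 ± 0.14 (SD, n = 3) against 8.67 ± 0.16 (SD, n = 4), a difference of −0.77 (SE 0.11, 0.587-fold, adjusted p = 0.0756). *Gimap4*, a GTPase of lymphocytes, was at 6.42 ± 0.08 (SD, n = 3) against 7.04 ± 0.16 (SD, n = 4), a difference of −0.62 (SE 0.093, 0.651-fold, adjusted p = 0.0850). In these 3 genes each homozygous array lay below each WT array. *Kel*, the gene of the Kell blood group, had a difference of −1.23 (adjusted p = 0.149) and *Fah*, an enzyme of tyrosine breakdown, −0.81 (adjusted p = 0.143), and neither passed. *Klf3* mRNA was at 9.45 ± 0.17 (SD, n = 3) in homozygotes, 9.60 ± 0.11 (SD, n = 4) in heterozygotes and 9.61 ± 0.14 (SD, n = 4) in WT, and the homozygous difference of −0.15 did not pass (adjusted p = 0.999). In all, 5 probe sets passed for homozygotes against WT and all 5 were lower, the other 2 being unannotated, while 1982 probe sets had an unadjusted p under 0.05. No array could be left out without ending these calls. The adjusted p of the 3 genes was then 0.128 to 0.194 without homozygote 1, 0.128 to 0.193 without homozygote 2, 0.359 to 0.375 without homozygote 3, 0.177 to 0.193 without WT 1, 0.126 without WT 2, 0.218 to 0.220 without WT 3 and 0.329 to 0.418 without WT 4, with a range of 0.0314 to 0.868 over all settings. The count was 2 without homozygote 1 or WT 3 and 0 without any other array, and the methods' t-test gave 0 after adjustment.

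In *Klf3* H275R heterozygotes, 0 probe sets passed against WT in limma, with 1514 at an unadjusted p under 0.05. The methods' t-test gave 1755 and 0 after adjustment, and 1 probe set passed in limma without heterozygote 2 or without heterozygote 3. Among the genes whose heterozygous arrays did not overlap the WT arrays (645 of 22180, 2.91%, against 2.86% by chance), the largest differences were those of *C330024D21Rik* (0.86), *Hsd3b6* (−0.72, SE 0.20, 10.48 ± 0.23, SD, n = 4), *Pkhd1l1* (−0.66), *Slfn14* (−0.63) and *Kel* (−0.60), each with an adjusted p of 0.9996. When the *Klf3* H275R groups were combined, 4 unannotated probe sets were lower than in WT (−1.31 to −0.53, adjusted p = 0.0554 to 0.0894) and no named gene passed, with 1909 at an unadjusted p under 0.05. The combined count was 1 without homozygote 2 or heterozygote 4, 0 without homozygote 3, heterozygote 1, heterozygote 2, WT 1, WT 2 or WT 4, and 3 by the methods' t-test after adjustment.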

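Genes of the red cell lineage were lower as a group in *Klf3* H275R homozygotes than in WT. All 18 measured genes of the erythroid list had a difference below 0, with a median of −0.63, and the list as a whole was lower (camera adjusted p = 1.23e-24). This call was lost with an estimated correlation (adjusted p = 0.117 with an estimated correlation, range over the alternatives 5.47e-30 to 0.120). None passed over all probe sets and 15 were lower when adjusted over the list alone. Among them were *Epb42* (−0.97, adjusted p = 0.582), a protein of the red cell membrane skeleton, *Ermap* (−0.92, adjusted p = 0.579), an erythroid membrane protein, and *Rhd* (−0.80, adjusted p = 0.896), the gene of the Rh antigen. In heterozygotes the erythroid median was −0.21 (camera adjusted p = 2.50e-05, adjusted p = 0.691 with an estimated correlation, range 2.65e-10 to 0.846), with 0 members passing on their own. The erythroid means of single arrays were 8.65, 8.38 and 8.28 in homozygotes, 8.78 to 8.86 in heterozygotes and 8.79 to 9.28 in WT.

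Genes induced by low oxygen lay higher in homozygotes than in WT, but not in homozygotes alone. The mean of these genes lay above every WT array (8.94 to 9.06) in every array of the other genotypes. It was 9.07 to 9.19 in *Klf3* H275R heterozygotes. All 13 measured genes of the hypoxia list had a difference above 0, with a median of 0.22 (camera adjusted p = 3.22e-13), a call that was lost with an estimated correlation (adjusted p = 0.116 with an estimated correlation, range 9.33e-16 to 0.116). Of them, 0 passed over all probe sets and 9 were higher when adjusted over the list alone. The largest were *Egln3* (0.62, adjusted p = 0.248), a prolyl hydroxylase of hypoxia-inducible factor, *Ndrg1* (0.52), *Ldha* (0.41), a lactate dehydrogenase, and *Vegfa* (0.41). Immediate early and heat shock genes, which respond to handling of tissue, lay higher too (median 0.16 over 15 genes, camera adjusted p = 0.000873, 0 passing, 3 higher over the list alone, adjusted p = 0.223 with an estimated correlation, range 1.95e-06 to 0.268), a call that was lost without homozygote 2 (0.102). Homozygote 2 had the highest mean of the homozygotes in both lists, 9.40 for hypoxia and 8.15 for immediate early genes, against 8.94 to 9.06 and 7.62 to 7.84 in WT. Of 20 endothelial genes, 17 had a difference above 0 (median 0.14, camera adjusted p = 9.09e-06), led by *Sox18* (0.33) and *Plvap* (0.26), with 0 passing alone or over the list alone (adjusted p = 0.184 with an estimated correlation, range 2.89e-06 to 0.184). Of 20 hepatocyte genes, 16 had a difference below 0 (median −0.30, camera adjusted p = 5.53e-05), among them the apolipoproteins *Apob* (−0.62), *Apoa2* (−0.53) and *Apoa1* (−0.49). Here 0 passed over all probe sets and 1 was lower when adjusted over the list alone (adjusted p = 0.403 with an estimated correlation, range 1.01e-16 to 0.448). Lists of the heart lay higher in homozygotes with 0 members passing alone or over the list alone: cardiac muscle genes had a median of 0.12 (20 genes, camera adjusted p = 0.0209), cardiac transcription factors 0.09 (18 genes, 0.0230) and genes of valve development 0.10 (20 genes, 0.00671). These calls were lost without WT 4 (0.129 for cardiac muscle and 0.116 for valve development) or homozygote 2 (0.301 for the transcription factors) and with an estimated correlation (adjusted p = 0.403, 0.403 and 0.169 with an estimated correlation), with a range of 0.00132 to 0.441. The 5 targets of KLF3 that the paper names had a median of 0.02 in homozygotes and did not pass as a list (camera adjusted p = 0.328, adjusted p = 0.633 with an estimated correlation), with 0 passing over the list alone.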

When comparing *Klf3* ^H275R^ homozygotes, heterozygotes, or both groups combined versus WT, no genes were identified as significantly changed using a false discovery rate threshold of 0.1. For CH homozygotes vs. WT, 18 genes were changed significantly and 2 were changed >2-fold; *Klf3* (0.07×) and *Hsd3b6* (0.23×) (**Table S6**). 

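*Klf3* was lower in every CH homozygote, at 5.27, 5.62, 5.73 and 6.13 in the 4 arrays, against 9.48 to 9.80 in WT, 9.45 to 9.70 in *Klf3* H275R heterozygotes, 9.33 to 9.65 in *Klf3* H275R homozygotes, and 9.64 and 9.09 in the CH heterozygotes. The difference between CH homozygotes (5.69 ± 0.35, SD, n = 4) and WT was −3.92 (SE 0.14, 0.0660-fold, adjusted p = 5.18e-09 from limma). *Hsd3b6* was at 9.07 ± 0.39 (SD, n = 4) in CH homozygotes, 2.13 log2 units below WT (difference −2.13, SE 0.20, 0.229-fold, adjusted p = 0.000973). *Myh9*, the heavy chain of nonmuscle myosin IIA, was lower (9.24 ± 0.10 against 9.93 ± 0.09, SD, n = 4 each), with a difference of −0.69 (SE 0.083, 0.621-fold, adjusted p = 0.00461), and so was the microRNA gene *Mir1948* (4.68 ± 0.39 against 5.72 ± 0.24, SD, n = 4 each), with −1.04 (SE 0.17, 0.486-fold, adjusted p = 0.0574). Higher in CH homozygotes were *Hydin*, a protein of motile cilia (0.68, 1.60-fold, adjusted p = 0.00121), the protocadherin *Pcdhb6* (0.65, 1.57-fold, adjusted p = 0.0239), *Prelid2* (0.43, adjusted p = 0.0252), the ceramide synthase *Cers4* (0.47, 1.39-fold, adjusted p = 0.0309), the small nucleolar RNA *Snord73a* (0.60, adjusted p = 0.0478) and the phosphofructokinase *Pfkp* (0.54, adjusted p = 0.0756). A further probe set of *Hydin* had a difference of 0.01 (adjusted p = 0.986). These 10 genes are those with a name among 23 probe sets that passed (6 higher and 17 lower, 13 of them unannotated), and *Klf3*, *Hsd3b6* and *Mir1948* differed more than 2-fold. In the CH heterozygotes, *Pfkp* (0.62), *Mir1948* (−0.69) and *Myh9* (−0.50) differed from WT in the same direction, though none passed. *Prelid2* was at 8.36 in both CH groups. *Hydin* (−0.02) and *Cers4* (−0.03) were near WT in the CH heterozygotes, *Hsd3b6* (−0.55) and *Snord73a* (0.27) lay between, and *Pcdhb6* was at 6.75 and 9.07.

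*Klf3*, *Hsd3b6*, *Hydin*, *Myh9* and *Pcdhb6* passed whichever array was left out. *Mir1948* was lost without WT 2 (adjusted p = 0.188), WT 3 (0.142) or CH homozygote 3 (0.134), with a range of 0.00624 to 0.715 over all settings. *Snord73a* was lost without WT 1 (0.199), WT 2 (0.143) or CH homozygote 3 (0.131), and *Pfkp* without WT 1 (0.199), WT 3 (0.187) or CH homozygote 2 (0.155), 3 (0.117) or 4 (0.151). *Cers4* was lost without WT 1 (0.152) or WT 3 (0.124), and *Prelid2* without WT 1 (0.125). Over all settings these 4 genes had adjusted p-values from 0.0117 to 0.687. Several genes passed only once WT 4 was left out: *Snora31* (adjusted p = 0.186 with all arrays and 0.0141 without WT 4) and *Slc6a16* (0.218 and 0.0201). *Snora31* was at 8.26 in WT 4 and at 7.38 to 7.78 in WT 1 to WT 3. The count of 23 was 14 without WT 1, 129 without WT 4, 57 without CH homozygote 1 and 38 without CH homozygote 4, and the methods' t-test gave 2667 probe sets at an unadjusted p under 0.05 and 1 after adjustment.

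**Figure D1:**
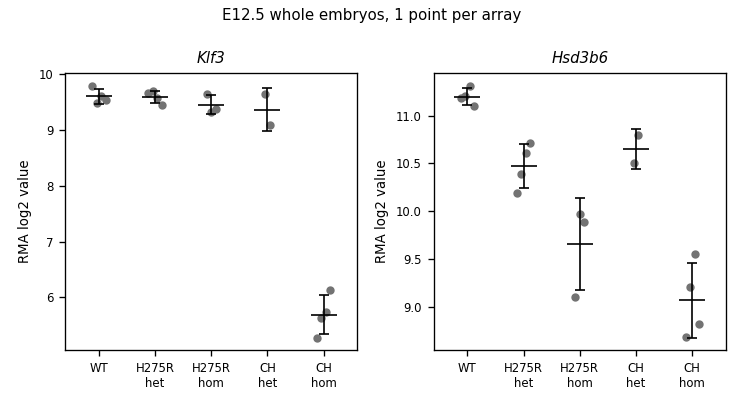
RMA log2 values (y axis) of *Klf3* and *Hsd3b6* in each array, by genotype (x axis); each point is 1 array, and the bars give the mean ± SD of the group. The 4 CH homozygotes lie between 5.27 and 6.13 for *Klf3*, below every other array, and for *Hsd3b6* every WT array lies above every mutant array.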

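Among gene groups, those induced by low oxygen were higher in CH homozygotes than in WT. The 13 measured genes of the hypoxia list had a median difference of 0.31 (camera adjusted p = 2.53e-10), 12 lay above 0, none passed over all probe sets, and 10 were higher and 1 lower when adjusted over the list alone. *Ndrg1* (0.56), *Bnip3* (0.54), *Egln3* (0.51) and the kinase *Pdk1* (0.38) led the list, whose call was lost with an estimated correlation (adjusted p = 0.113 with an estimated correlation, range 2.47e-12 to 0.113). The embryonic globins *Hbb-bh1* (−0.98), *Hba-x* (−0.59) and *Hbb-y* (−0.41), the oxygen carriers of primitive red cells, were lower as a list (camera adjusted p = 0.000622, 2 of 3 lower over the list alone, adjusted p = 0.203 with an estimated correlation, range 1.08e-05 to 0.203). Their mean was 8.72 and 8.85 in CH homozygotes 2 and 4, while CH homozygotes 1 and 3 (9.87 and 10.08) lay among the WT arrays (9.73 to 10.40). Of the cartilage genes, 3 were higher, among them *Hapln1* (0.69) and *Comp* (0.56), and *Sox9* was lower (−0.42) when adjusted over the list alone, and the 15 genes together had a median of 0.24 (camera adjusted p = 0.0291, adjusted p = 0.827 with an estimated correlation, range 1.98e-05 to 0.827). This call rested on single arrays, since it was lost without CH homozygote 2 (adjusted p = 0.787), CH homozygote 4 (0.415) or WT 4 (0.412).

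Transcription factors of heart development (median −0.11 over 18 genes, camera adjusted p = 0.0415, 1 lower over the list alone), hepatocyte genes (median 0.20 over 20 genes, 0.0426, 0 passing over the list alone) and skeletal muscle genes (median 0.11 over 20 genes, 0.0443, 2 higher over the list alone) passed at the preset correlation. They were lost with an estimated correlation (adjusted p = 0.827 with an estimated correlation for each). The 3 calls were also lost without CH homozygote 2 (adjusted p = 0.198, 0.929 and 0.875) or CH homozygote 4 (0.319, 0.618 and 0.645), those of the hepatocyte and skeletal muscle genes without WT 4 (0.412 and 0.609) and that of the hepatocyte genes without WT 2 (0.104), with a range of 3.82e-06 to 0.929. With the mean of the cartilage list as a covariate, chosen after the data had been seen, all 3 were lost (0.193, 0.787 and 0.214), and the direction of the hepatocyte and skeletal muscle lists turned. The 20 cardiac muscle genes had a median of 0.04 (camera adjusted p = 0.969, adjusted p = 0.990 with an estimated correlation, 0 passing over the list alone). The 24 measured genes of the Klf and Sp family, *Klf3* itself left out, had a median of 0.02 (camera adjusted p = 0.532), with 1 higher over the list alone. The 32 measured genes of the mapping interval of Table S1, a list set by linkage mapping, had a median of 0.0035. The test direction of this list was below 0 (camera adjusted p = 0.628), with 1 gene higher over the list alone. Its gene *Rpl9* also stands in Table S6C. The 3 Y-linked genes had a median of 0.0089 and a test direction below 0 (camera adjusted p = 0.983), and *Xist*, the RNA of X inactivation, had a difference of −0.35, which is 1 gene and was not tested as a list.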

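Against *Klf3* H275R homozygotes, CH homozygotes had higher *Gimap4*, *Fah* and *Snora31* and lower *Klf3*. *Gimap4* was at 7.47 ± 0.09 (SD, n = 4) in CH homozygotes, 1.05 log2 units above *Klf3* H275R homozygotes (SE 0.093, 2.07-fold, adjusted p = 0.000372 from limma), and *Fah* was at 7.56 ± 0.24 (SD, n = 4) against 6.35 ± 0.14 (SD, n = 3), a difference of 1.21 (SE 0.13, 2.31-fold, adjusted p = 0.00296). The small nucleolar RNA *Snora31* was at 8.48 ± 0.13 (SD, n = 4) against 7.34 ± 0.19 (SD, n = 3), a difference of 1.14 (SE 0.17, 2.20-fold, adjusted p = 0.0329). *Klf3* differed by −3.77 (0.0734-fold, adjusted p = 2.61e-08). *Coq2*, an enzyme of coenzyme Q synthesis (0.76, 1.69-fold, adjusted p = 0.0206), and the palmitoyltransferase *Zdhhc2* (0.52, 1.44-fold, adjusted p = 0.0206) were also higher, as was *Hydin* (0.60, adjusted p = 0.00944; another probe set −0.07, adjusted p = 0.828), and *Myh9* was lower (−0.68, adjusted p = 0.0142). *Hsd3b6* (−0.58, adjusted p = 0.296), *Slc6a16* (1.01, adjusted p = 0.135) and *Mir1948* (−0.67, adjusted p = 0.192) did not pass, nor did *Ncan* (−0.32, adjusted p = 0.163), of which a dimmer probe set did (−0.50, adjusted p = 0.0766). In all, 64 probe sets passed, 32 higher and 32 lower in CH homozygotes, of which 33 have 1 gene symbol (13 higher and 20 lower) and 29 are unannotated, with 4919 at an unadjusted p under 0.05. A probe set of *Rpl29*, named after its values were seen, was the fifth gene to differ more than 2-fold (−1.22, adjusted p = 0.0748), while the brighter probe set of this gene had a difference of 0.02 (adjusted p = 0.950).

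The remaining genes among the 20 with the smallest adjusted p were *Zfp579* (−0.43, adjusted p = 0.0244), *Snord73a* (0.67, 0.0349), *Fam71e1* (−0.62, 0.0594), *Bcam*, a cell adhesion receptor for laminin (−0.46, 0.0600), *Magee2* (−0.55), *F2rl2* (−0.37), *Pcdhb6* (0.62) and *Mxra7* (−0.85) at 0.0610, *Dnase1l1* (0.64) and *D630041G03Rik* (−0.59) at 0.0695, and *Tmco6* (−0.79) and the homeobox gene *Meox1* (−0.44) at 0.0723. *Klf3*, *Gimap4*, *Fah*, *Coq2*, *Zdhhc2*, *Hydin* and *Myh9* passed whichever array was left out. *Snora31* and these 12 genes all failed the test without *Klf3* H275R homozygote 1 (adjusted p = 0.127 to 0.254, with 0.152 for *Snora31*). Of them, 10 failed it without *Klf3* H275R homozygote 2 (0.111 to 0.233), 5 without homozygote 3 (0.110 to 0.121), 2 without CH homozygote 2 (0.113), 10 without CH homozygote 3 (0.100 to 0.143) and 7 without CH homozygote 4 (0.101 to 0.154). Over all settings their adjusted p-values ran from 0.00496 to 0.555. The count of 64 was 18 without *Klf3* H275R homozygote 1, 42 without homozygote 2, 547 without CH homozygote 1, 24 without CH homozygote 3, 38 without CH homozygote 4, and 0 by the methods' t-test after adjustment (3624 before it).

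**Figure D2:**
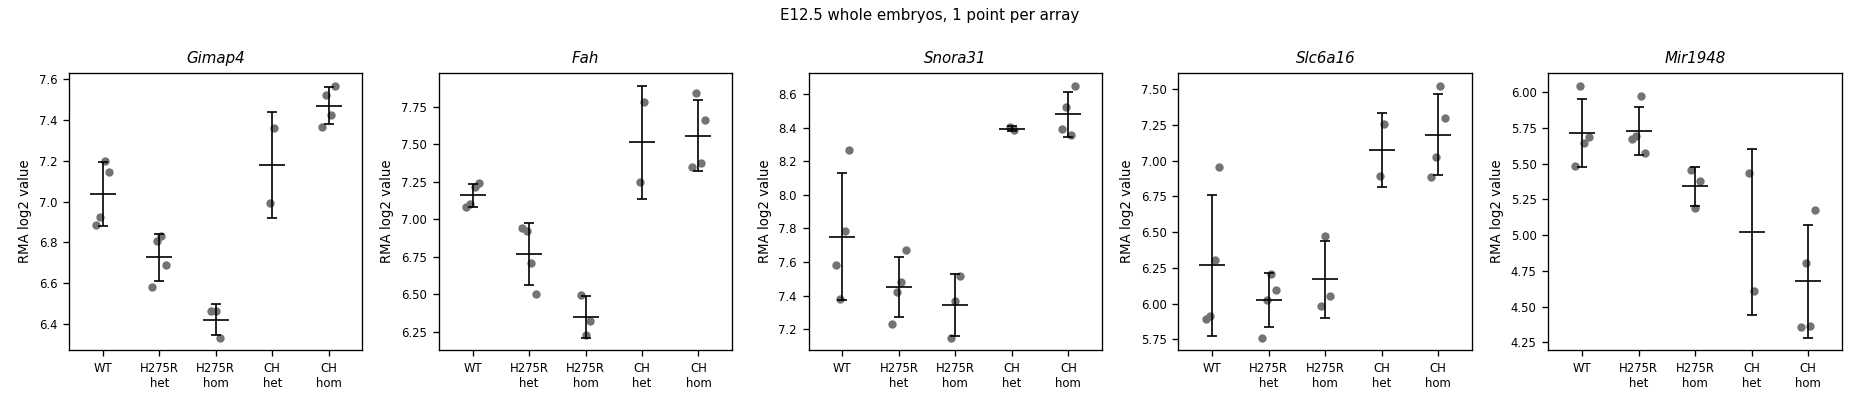
RMA log2 values (y axis) of *Gimap4*, *Fah*, *Snora31*, *Slc6a16* and *Mir1948* in each array, by genotype (x axis); each point is 1 array, and the bars give the mean ± SD of the group. For *Snora31*, WT 4 and the CH heterozygotes (8.40 and 8.38) lie near the CH homozygotes, and for *Slc6a16* WT 4 is at 6.95 and WT 1 to WT 3 lie between 5.89 and 6.31. The CH heterozygotes also lie near the CH homozygotes for *Slc6a16* (6.89 and 7.26) and *Fah* (7.25 and 7.78). They are at 7.00 and 7.36 for *Gimap4* and at 5.43 and 4.61 for *Mir1948*.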

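Several gene groups differed between CH and *Klf3* H275R homozygotes as lists. Red cell genes were higher in CH homozygotes: all 18 measured erythroid genes had a difference above 0 (median 0.51, camera adjusted p = 6.74e-12), a call that was lost with an estimated correlation (adjusted p = 0.364 with an estimated correlation, range 1.87e-18 to 0.364). Of them, 0 passed over all probe sets and 16 were higher when adjusted over the list alone. Among these were *Hemgn* (0.87), *Klf1*, an activator of the globin genes (0.86), *Ermap* (0.86) and *Rhd* (0.84). The erythroid means of CH homozygotes 2 and 4 were 9.35 and 9.31, and those of CH homozygotes 1 and 3 were 8.49 and 8.83. Hepatocyte genes were higher too (18 of 20 above 0, median 0.50, camera adjusted p = 2.30e-06, 0 passing, 9 higher over the list alone), with *Apob* (1.12), the fibrinogen chain *Fgg* (0.86), *Itih2* (0.79) and *Ambp* (0.75) leading (adjusted p = 0.414 with an estimated correlation, range 3.70e-12 to 0.414). The hepatocyte means of CH homozygotes 2 and 4 were 9.28 and 9.20, those of CH homozygotes 1 and 3 were 8.23 and 8.12, and those of *Klf3* H275R homozygotes were 8.11 to 8.41.

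Transcription factors of heart development were lower in CH homozygotes as a list: the median of 18 genes was −0.21 (camera adjusted p = 0.000588), 0 passed over all probe sets and 5 were lower over the list alone, among them *Hand1* (−0.41), *Tbx5* (−0.40), *Tbx3* (−0.33) and *Irx4* (−0.32) (adjusted p = 0.364 with an estimated correlation, range 5.43e-05 to 0.364). The mean of this list was 8.54 and 8.45 in CH homozygotes 2 and 4, but 8.72 and 8.65 in CH homozygotes 1 and 3, near the 8.67 to 8.86 of *Klf3* H275R homozygotes. The 20 measured genes of valve development had a median of −0.19 (camera adjusted p = 0.00248, 0 passing, 7 lower over the list alone), led by *Snai1* (−0.72), *Msx2* (−0.63), *Sox9* (−0.60) and *Bmp4* (−0.58), which act in the formation of valve mesenchyme (adjusted p = 0.222 with an estimated correlation, range 0.000574 to 0.222). Smooth muscle genes had a median of −0.17 over 15 genes (camera adjusted p = 0.0122, 2 lower over the list alone, adjusted p = 0.488 with an estimated correlation, range 0.000227 to 0.488), and this call was lost without CH homozygote 3 (adjusted p = 0.105). Immediate early and heat shock genes, which respond within minutes to handling of tissue, had a median of −0.28 over 15 genes (camera adjusted p = 0.00170, 1 higher and 3 lower over the list alone), with *Nr4a1* at −0.50 (adjusted p = 0.364 with an estimated correlation, range 3.25e-05 to 0.364).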

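Against *Klf3* H275R heterozygotes, more genes differed. *Klf3* was lower by a log2 difference of −3.91 (0.0666-fold, adjusted p = 5.40e-09 from limma), *Hsd3b6* by −1.40 (SE 0.20, 0.378-fold, adjusted p = 0.0217) and *Mir1948* by −1.05 (SE 0.17, 0.481-fold, adjusted p = 0.0337). *Snora31* was higher by 1.03 (SE 0.16, 2.04-fold, adjusted p = 0.0318), and *Slc6a16*, a member of the solute carrier family of neurotransmitter transporters, was at 7.18 ± 0.29 against 6.02 ± 0.19 (SD, n = 4 each), a difference of 1.16 (SE 0.21, 2.24-fold, adjusted p = 0.0546). *Gimap4* (0.74, 1.68-fold, adjusted p = 0.00694), *Fah* (0.79, 1.73-fold, adjusted p = 0.0316), *Snord73a* (0.73, adjusted p = 0.0150) and *Hydin* (0.55, adjusted p = 0.0107; another probe set −0.05, adjusted p = 0.865) were higher. *Myh9* (−0.74, 0.598-fold, adjusted p = 0.00636), *Grasp* (−0.58, adjusted p = 0.0217) and *Magee2* (−0.57, adjusted p = 0.0299) were lower. In all, 372 probe sets passed, 185 higher and 187 lower in CH homozygotes. Of these, 240 have 1 gene symbol (109 higher and 131 lower), 16 have several and 116 are unannotated, with 5714 at an unadjusted p under 0.05. After *Klf3*, the gene with the largest difference among them was the protease gene *Ctse*, cathepsin E, named after its values were seen: it was at 9.90 ± 0.47 in CH homozygotes and 6.79 ± 0.07 in *Klf3* H275R heterozygotes (SD, n = 4 each), a difference of 3.11 (SE 0.65, adjusted p = 0.0761). *Ctse* in WT 4 was at 10.39 where WT 1 to WT 3 were at 6.28 to 6.80. In the CH heterozygotes it was at 6.85 and 7.45, below every CH homozygote (9.30 to 10.42). *Snrpa1* (1.03, adjusted p = 0.0733), *Zfp994* (1.04, adjusted p = 0.0810) and a probe set of *Rpl29* (−1.02, adjusted p = 0.0716; its brighter probe set 0.04, adjusted p = 0.772) were likewise over 2-fold and likewise named after their values were seen.

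Among the other genes with the smallest adjusted p, *Mxra7* (−0.86) and *Cyb5r3* (−0.63), a cytochrome b5 reductase, were lower and *Cers4* (0.46), *Pcdhb6* (0.61), *Coq2* (0.63), *Snora75* (0.80), the LIM protein gene *Crip1* (0.98) and the muscle enolase *Eno3* (0.41) were higher, at adjusted p-values of 0.0318 to 0.0341. The CH heterozygotes had means near those of the CH homozygotes in *Mxra7* (8.50 and 8.68), *Cyb5r3* (11.13 and 11.19), *Snora75* (9.20 and 9.25) and *Eno3* (10.09 and 10.03). They lay between the groups in *Coq2* (8.65) and *Crip1* (10.01). In *Cers4* (8.46) and *Pcdhb6* (7.91, single arrays 6.75 and 9.07) their means were near those of *Klf3* H275R heterozygotes (8.50 and 7.98). The calls of *Klf3*, *Gimap4*, *Myh9*, *Hydin*, *Snord73a*, *Hsd3b6*, *Fah*, *Grasp* and *Magee2* held whichever array was left out. Without heterozygote 2, *Mir1948*, *Snora31*, *Coq2*, *Cyb5r3*, *Pcdhb6*, *Crip1*, *Mxra7*, *Snora75* and *Slc6a16* did not pass (adjusted p = 0.106 to 0.146). *Mxra7*, *Cers4*, *Crip1*, *Eno3*, *Snora75* and *Slc6a16* were lost without heterozygote 1 (0.100 to 0.152). *Slc6a16* also did not pass without heterozygote 4 (0.108), CH homozygote 3 (0.123) or CH homozygote 4 (0.120), and over all settings these genes had adjusted p-values of 0.00719 to 0.465. *Ctse*, *Snrpa1* and *Zfp994* did not pass without any of heterozygotes 1 to 4 (0.145 to 0.169, 0.141 to 0.179, 0.102 to 0.125 and 0.142 to 0.149) or CH homozygote 3 (0.144 to 0.154) or 4 (0.142 to 0.157). *Ctse* and *Zfp994* were also lost without CH homozygote 2 (0.111 and 0.117), with a range of 0.000994 to 0.325. The count of 372 was 35, 21, 135 and 80 without heterozygote 1, 2, 3 and 4, 870, 60 and 94 without CH homozygote 1, 3 and 4, and 34 by the methods' t-test after adjustment.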

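Neuronal genes were lower in CH homozygotes than in *Klf3* H275R heterozygotes as a list, with a median of −0.14 over 20 genes (camera adjusted p = 0.00330), and this call was lost with an estimated correlation (adjusted p = 0.483 with an estimated correlation, range 0.00123 to 0.483). The proteoglycan gene *Ncan* (−0.42, adjusted p = 0.0502), the synaptic gene *Snap25* (−0.62, SE 0.14, adjusted p = 0.0851) and the neurofilament gene *Nefh* (−0.28, adjusted p = 0.0953) passed over all probe sets and were lower, and 1 gene was higher and 5 lower when adjusted over the list alone. *Ncan*, *Nefh*, *Rbfox3* and *Dpysl3* of this list also stand in Table S6C, so its direction is not independent of these samples. The 3 genes did not pass without heterozygote 1 (0.115 to 0.189), heterozygote 2 (0.146 to 0.229), CH homozygote 3 (0.119 to 0.197) or CH homozygote 4 (0.110 to 0.184). *Snap25* and *Nefh* were lost also without heterozygote 3 (0.156 for both) or 4 (0.163 and 0.168) and *Nefh* without CH homozygote 1 (0.117), with a range of 0.0170 to 0.277 over all settings. Of 20 skeletal muscle genes, *Eno3* and the myogenic factor *Myf6* (0.40, adjusted p = 0.0659) were higher over all probe sets, both also in Table S6C, and 2 were higher and 1 lower over the list alone. The list itself did not pass (median −0.02 with a test direction above 0, camera adjusted p = 0.733, adjusted p = 0.951 with an estimated correlation), although it came to 0.0541 without CH homozygote 3. *Myf6* was lost without heterozygote 1 (0.169), 2 (0.141) or 4 (0.146) and without CH homozygote 3 (0.123) or 4 (0.150), with a range of 0.0376 to 0.271.

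Genes of the hypoxia list were higher again (median 0.17 over 13 genes, camera adjusted p = 0.00453, 0 passing, 4 higher over the list alone, adjusted p = 0.637 with an estimated correlation, range 5.35e-05 to 0.637). Of 19 measured cell cycle genes, *Pcna*, a clamp of DNA polymerase that is also in Table S6C, was higher (0.38, adjusted p = 0.0693), and the list did not pass (median 0.05, camera adjusted p = 0.576, 1 higher over the list alone). *Pcna* was lost without any of heterozygotes 1 to 4 (0.132, 0.154, 0.125 and 0.139), CH homozygote 3 (0.134) or CH homozygote 4 (0.149), with a range of 0.0313 to 0.154. The 15 adipogenesis genes (median 0.11, camera adjusted p = 0.712, 1 lower over the list alone) and the 15 macrophage genes (median 0.03, camera adjusted p = 0.921, 0 passing over the list alone) did not pass, and their adjusted p was 0.951 with an estimated correlation.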

Overall, CH homozygous embryos had 16 genes differentially expressed when compared to *Klf3* ^H275R^ homozygotes (including 4 genes changed by >2-fold; *Klf3* (0.07×), *Glmap4* (2.07×), *Snora31* (2.20×), and *Fah* (2.31×)) and 185 genes were differentially expressed when compared to *Klf3* ^H275R^ heterozygotes (including 5 genes changed by >2-fold; *Klf3* (0.07×), *Hsd3b6* (0.38×), *Mir1948* (0.48×), *Snora31* (2.04×), and *Slc6a16* (2.24×)) (**Table S6**). These differences in embryonic gene expression profiles may explain phenotype differences between heterozygous point mutant and homozygous gene trap lines that were observed later in development.

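Of 5 targets of KLF3 that the paper names, 4 were higher in CH homozygotes when adjusted over these genes alone. As a list, *Lgals3*, *Klf8*, *Crip1*, *Pqlc3* and *Ckm* had a median difference from WT of 0.59 (camera adjusted p = 3.61e-07), which also held with an estimated correlation (adjusted p = 0.0892 with an estimated correlation) and under every alternative run. The paper describes KLF3 as an activator at *Ckm*, so that its loss predicts a fall there. At 6.24 in WT, under the median of all probe sets of 6.75, *Ckm* could hide a fall, and it differed by 0.09 (SE 0.16, adjusted p = 0.908). Without it, a test chosen after the values were seen, the median of the other 4 was 0.74 (camera adjusted p = 2.38e-08, adjusted p = 0.0346 with an estimated correlation). Of the 4, higher when adjusted over the list alone, none passed over all probe sets: *Pqlc3* had a difference of 1.04 (SE 0.27, adjusted p = 0.301), *Crip1* 0.89 (SE 0.16, adjusted p = 0.109), *Lgals3*, which encodes galectin-3, 0.59 (adjusted p = 0.159) and *Klf8* 0.41 (adjusted p = 0.204). *Crip1* passed without WT 4 (adjusted p = 0.0632), CH homozygote 1 (0.0582) or CH homozygote 3 (0.0274). *Crip1* is also in Table S6C. The paper names it as a known target from unpublished work, and whether that work used these samples is not given. The mean of the 5 genes was 7.64 ± 0.04 in WT (SD, n = 4), 7.66 ± 0.01 in *Klf3* H275R heterozygotes (SD, n = 4), 7.71 ± 0.06 in *Klf3* H275R homozygotes (SD, n = 3) and 8.25 ± 0.33 in CH homozygotes (SD, n = 4). It was 8.49 and 8.58 in CH homozygotes 2 and 4 and 8.02 in CH heterozygote 2, the arrays with high means of the cartilage and hepatocyte lists, and 7.97, 7.96 and 7.62 in CH homozygotes 1 and 3 and CH heterozygote 1. Against *Klf3* H275R homozygotes the list's median was 0.39 (camera adjusted p = 0.000243, 4 higher over the list alone, adjusted p = 0.222 with an estimated correlation, range 1.47e-05 to 0.222). Against *Klf3* H275R heterozygotes it was 0.51 (camera adjusted p = 0.000184, 4 higher over the list alone, adjusted p = 0.311 with an estimated correlation, range 7.86e-06 to 0.311), and here *Lgals3* passed over all probe sets beside *Crip1* (0.51, adjusted p = 0.0980). *Lgals3* did not pass without any of heterozygotes 1 to 4 (0.202, 0.236, 0.151 and 0.139) or CH homozygotes 2 to 4 (0.146, 0.188 and 0.212), with a range of 0.0287 to 0.315. From the differences in expression profile between the lines at this stage, the paper proposes an explanation for why heterozygous point mutants and homozygous gene trap mutants differ in phenotype later in development.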

We then used qRT-PCR to validate the large down regulation of *Hsd3b6* expression found in E12.5 embryos by microarray. 

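On the arrays, *Hsd3b6* lay below every WT array in every array of the other genotypes. Single arrays were at 11.10 to 11.31 in WT, 10.51 and 10.80 in CH heterozygotes, 10.19 to 10.71 in *Klf3* H275R heterozygotes, 9.10 to 9.97 in *Klf3* H275R homozygotes and 8.69 to 9.55 in CH homozygotes. Between *Klf3* H275R homozygotes and heterozygotes the difference was −0.82 (SE 0.22) and did not pass (adjusted p = 0.99995 from limma, where 0 probe sets passed and 1243 had an unadjusted p under 0.05; the methods' t-test gave 1537 and 0 after adjustment, and 1 probe set passed without heterozygote 2). Most other genes of the family had low values, and how far they lay above background was not measured: *Hsd3b1*, *Hsd3b2*, *Hsd3b3* and *Hsd3b5* were at 5.27 or less in WT, against a median of all probe sets of 6.75, and *Hsd3b7* was at 7.84. Of 6 measured Hsd3b genes, *Hsd3b6* alone passed in *Klf3* H275R homozygotes (2 lower over the list alone), and *Hsd3b5* (−0.23), *Hsd3b3* (0.10) and *Hsd3b7* (0.08) did not. The list passed below 0 (median −0.07, camera adjusted p = 0.0147, adjusted p = 0.223 with an estimated correlation, range 0.00389 to 0.268), but it is in part chosen on these samples, since *Hsd3b6* stands in Table S6A. Without *Hsd3b6*, a test chosen after the values were seen, the other 5 genes lay between −0.23 and 0.10 and did not pass (median −0.06, camera adjusted p = 0.391, adjusted p = 0.633 with an estimated correlation). In CH homozygotes *Hsd3b1* (0.42, adjusted p = 0.543), *Hsd3b7* (0.27, adjusted p = 0.529) and *Hsd3b2* (−0.19, adjusted p = 0.686) did not pass, 2 members were higher and 1 lower over the list alone, and the list did not pass (median 0.0063 with a test direction below 0, camera adjusted p = 0.532). Genes of steroid synthesis as a group, *Hsd3b6* left out, had a median of 0.01 over 13 measured genes, 2 of them above that median level, in CH homozygotes against WT and did not pass (camera adjusted p = 0.665, adjusted p = 0.827 with an estimated correlation, 0 passing over the list alone).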

Expression was significantly reduced in *Klf3* ^H275R^ heterozygotes (0.45×), and in *Klf3* ^H275R^ homozygotes (0.27×) vs. WT (**Figure S10A**) whereas a similar trend in CH homozygotes was not statistically significant possibly due to the smaller sample size (**Figure S10B**). 

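On the arrays, *Lilra6* was measured only by a probe set that it shares with *Pira1*, *Pira2*, *Gm15448* and *Gm14548*, genes of the paired immunoglobulin-like receptors, so its signal cannot be given to 1 gene. This probe set was at 5.24 ± 0.33 in WT (SD, n = 4), 5.73 ± 0.36 in *Klf3* H275R heterozygotes (SD, n = 4) and 6.20 ± 0.23 in *Klf3* H275R homozygotes (SD, n = 3). The homozygous difference from WT was 0.97 (SE 0.21) and the heterozygous difference 0.49, and neither passed (adjusted p = 0.478 and 0.9996 from limma). Single arrays were at 5.34, 4.77, 5.54 and 5.29 in WT, 6.17, 6.45 and 5.99 in *Klf3* H275R homozygotes, 6.07, 5.30, 5.56 and 5.97 in *Klf3* H275R heterozygotes, and 6.28, 5.87, 5.63 and 5.82 in CH homozygotes. Thus 10 of 11 mutant arrays lay above every WT array, 3 of 3 *Klf3* H275R homozygotes, 3 of 4 *Klf3* H275R heterozygotes and 4 of 4 CH homozygotes. Among the probe sets that were more than 1.5-fold higher in *Klf3* H275R homozygotes, 3 others had as many or more mutant arrays above every WT array: *C330024D21Rik* and the calcium-binding protein gene *S100a6* (0.86, adjusted p = 0.582) with 11 of 11 each, and *Egln3* with 10.

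**Figure D3:**
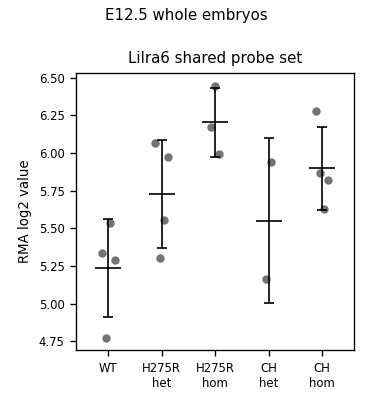
RMA log2 values (y axis) of the probe set shared by *Lilra6* and related receptor genes in each array, by genotype (x axis); each point is 1 array, and the bars give the mean ± SD of the group. The WT arrays lie between 4.77 and 5.54, and 10 of the 11 mutant arrays of the paper's groups lie above 5.54.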

We also evaluated *Lilra6* by qRT-PCR; among genes with apparent up-regulation by visual inspection of the heat map (**Figure S9**), *Lilra6* was the most consistently high in *Klf3* mutant embryos (8 of 11) and low in WT (4 of 4). *Lilra6* was significantly elevated in *Klf3* ^H275R^ heterozygotes (2.4×), and in *Klf3* ^H275R^ homozygotes (13.8×) (**Figure S10C**) whereas the much smaller increasing trend in CH homozygotes (2.2×) was not statistically significant (**Figure S10D**). These results show that the heterozygous and homozygous presence of the point mutant protein can down or up regulate normal gene expression in E12.5 embryos, and that effects may differ from that caused by reduced expression of the native protein (i.e. in CH homozygotes).

## Discussion

Herein we report the discovery of novel and important roles for *Klf3* in cardiovascular development and function. Although KLF3 was identified and cloned nearly 20 years ago [8] and *Klf3* knock out mice have been studied [12], KLF3's role in cardiovascular biology had not been revealed until the current unbiased genome-wide ENU screen, in which prominent abnormalities were discovered in heterozygous *Klf3^H275R^* point mutants. We found abnormalities in embryonic gene expression during organogenesis and in heart morphology at E12.5, increased perinatal lethality associated with marked biventricular myocardial hypertrophy and aortic valve leaflet thickening, and adult survivors exhibited hypotension, aortic valvular stenosis, aortic dilatation, and myocardial hypertrophy with increased chamber size. KLF3 *in vitro* is enriched at promoters of muscle-specific genes [11], and *in vivo* is expressed by multiple cell types integral to the cardiovascular system including cardiomyocytes, heart valves, and vascular endothelial and smooth muscle cells based on LacZ expression patterns reported here. Cardiovascular abnormalities may therefore result directly from abnormal KLF3 function in cardiac and/or vascular cells. Abnormal renal or brain regulatory mechanisms may also contribute to hypotension given that *Klf3* is expressed at these sites as well (e.g. figure 9 A,B; ref #10). Elucidating the likely multifactorial roles of KLF3 in cardiovascular development and function will require temporal- and cell-type specific control of *Klf3* expression in future studies.

A role for KLF3 in cardiac valve development was detected in our ENU mutagenesis screen, in which high aortic blood velocity revealed aortic semilunar valve stenosis in heterozygous adults with *Klf3* ^H275R^ point mutations. In contrast, other cardiac valves were relatively unaffected although they similarly expressed *Klf3* based on LacZ staining. Valve specificity may arise due to differences in developmental mechanisms in semilunar versus atrioventricular valves [24]. For example cells derived from the secondary heart field [25] and cardiac neural crest [26] selectively contribute only to semilunar valve formation. Homozygous gene trap mutants also exhibited a high incidence of aortic valvular stenosis in adults but, in contrast with point mutants, the pulmonary semilunar valve leaflets sometimes appeared thickened histologically and often failed to close sufficiently to prevent regurgitation. In gene trap mutants, it is possible that pulmonary valve defects were secondary to a primary chamber enlargement defect of the right ventricle, a trait that was also never observed in heterozygous *Klf3* ^H275R^ point mutants. Although aortic valve cusps were thickened in late gestation in *Klf3* ^H275R^/+ embryos, aortic valvular stenosis sufficient to elevate aortic blood velocity developed only after birth when the normal separation, elongation, and thinning of the valve leaflets occurs [27], [28]. This suggests KLF3 plays a particularly critical role in these later events in aortic valve maturation. This finding is especially interesting given the paucity of knowledge about the genetic regulation of aortic semilunar valve development and the prevalence of aortic valve defects in humans [24].

Additional phenotypic characterization revealed broader roles for KLF3 in cardiovascular development and function, roles that were independent of its role in aortic valve development. In adults, high cardiac output and cardiac hypertrophy due to chamber enlargement (i.e. eccentric growth) with no change in left ventricular wall thickness was paradoxical given aortic valvular stenosis in adult *Klf3* point mutant and gene trap mutants. This was explained by the surprising observation that stenosis did not elevate intraventricular systolic blood pressure in *Klf3^H275R^*/+ hearts relative to WT. Instead, normal intraventricular pressure, low arterial blood pressure, and augmented blood volume in adult *Klf3^H275R^*/+ were likely caused by low systemic vascular resistance, resulting in a hyperdynamic circulation and the high cardiac output that we observed. Intriguingly, hypotension in a wide variety of other mouse models does not elicit cardiac hypertrophy and/or an increase in cardiac output. Examples include transgenic mice with overexpression of eNOS (−18 mmHg and no change in heart weight to body weight ratio) [29], Rgs5-deficiency (>−20 mmHg and no increase in left ventricular inner diameter in diastole) [30], and overexpression of atrial natriuretic factor (−24 mmHg and no change in cardiac output) [31]. One exception is homozygous deletion of *sarcomeric mitochondrial creatine kinase* (*Ckmt2*) where hypotension, left ventricular hypertrophy and high cardiac output can occur depending on genetic background [32], [33]. Interestingly, KLF3 acts as a transcriptional activator of muscle creatine kinase [11] and interacts with promoters of several other muscle-specific genes but whether it influences *Ckmt2* expression is not known. Thus, although a hyperdynamic circulation may cause eccentric cardiac growth, a direct myocardial hypertrophic mechanism may also be involved.

In the embryo at E12.5, prominent *Klf3* LacZ expression was present in the ventricular outflow tract and vascular endothelium whereas LacZ expression in the myocardium was diffuse and punctate. It is therefore possible that the thin myocardium in *Klf3^H275R^* homozygote embryos was secondary to a vascular defect, which caused low peripheral vascular resistance and low intracardiac pressures. A thin myocardium also occurs by E12.5 in mouse embryos with endothelial-specific *Klf2* gene deletion [34]. In that model, phenylephrine (a vasoconstrictor) reduced lethality at E14.5 in mutant mouse embryos, and in zebrafish embryos injected with anti-*klf2* morpholino [34]. However, when we injected zebrafish with anti-*klf3* morpholino, phenylephrine failed to significantly reduce lethality (not shown). Also we observed cardiac septal defects whereas none were reported in *Klf2* endothelial-specific knockout mouse embryos [34]. Thus, at E12.5, cardiac defects were likely caused by the direct myocardial effects of *Klf3* ^H275R^ protein although contribution from vascular defects cannot be ruled out. Later in gestation, LacZ staining appeared to become more prominent in the heart and heart valves, ventricular wall thicknesses and heart weights were increased, ventricular chamber sizes were diminished, and aortic valves appeared abnormally thickened. Pressure loading of the heart due to outflow tract obstruction may have contributed to cardiac hypertrophy, which was dramatic in mutant embryos that died in the perinatal period. However, in surviving newborns, aortic blood velocities were not significantly elevated suggesting minimal aortic valvular stenosis. Nevertheless, left ventricles were significantly hypertrophied. These data suggest that at least a component of the perinatal hypertrophic cardiac phenotype was a direct effect of *Klf3* ^H275R^ on cardiac development and growth.

When we compared the phenotype of the H275R mutation with the loss of function gene trap mutations in *Klf3*, we found that there were considerable similarities, but also marked differences, between the heterozygous point mutants and the homozygous gene trap mutants. Similarities may be explained by the point mutation acting as a dominant negative so that it interfered with wild-type KLF3 function. However, the more severe embryonic lethality shown by the homozygous point mutants than the homozygous gene trap mutants, suggests that the point mutant form of KLF3 may also disrupt other proteins and pathways. It is not uncommon for point mutants to display phenotypes that are more robust and/or different than null mutants for the same gene [35] because point mutations can cause not only reduced gene function, but also enhanced or abnormal gene function, and/or generate proteins with dominant negative activity. Some phenotype differences between *Klf3* ^H275R^ mutants and *Klf3* gene trap mutants may be due to differences in genetic background; phenotyping of *Klf3* ^H275R^ was largely on a B6 background whereas *Klf3* gene trap mutants were on a mixed 129/B6 background. However, genetic background within the *Klf3* ^H275R^ strain cannot account for the more severe phenotype in homozygotes (lethal by ∼E14.5–16.5) than heterozygotes (∼50% survived to adulthood). Thus results are inconsistent with a simple dominant negative effect of the mutant protein. This is also supported by our finding that the mutant *Klf3* ^H275R^ protein exerted a dominant negative action on one of KLF3's gene targets (*Lgals3*) while sparing other normal targets. In this case, it is not clear how the point mutant protein would disable the native protein to exert a dominant negative effect because KLFs are not known to dimerize [36]. Furthermore, the point mutant protein did not interfere with the ability of WT KLF3 to bind to KLF3's canonical CACCC DNA binding region *in vitro*. Nevertheless, *in vivo*, the point mutant protein may have a greater affinity for rate-limiting co-factor binding proteins thereby competitively inhibiting the activity of native protein. In addition, alterations in the mutant protein's DNA binding specificity may cause the mutant protein to transcriptionally regulate additional genes not normally regulated by KLF3 (i.e. a gain of function effect).

A similarly complicated interaction caused by a single amino acid change in the second zinc finger of *Klf1* (E339D) has also been found in mutant mice [36], [37], and the homologous mutation in humans causes human disease [38]. Similar to our case, the *Klf1* mutation changed the central of 3 amino acids predicted to contact DNA in the zinc finger of a KLF protein. That mutation resulted in a mutant KLF1 protein that failed to bind and transactivate a subset of KLF1's downstream targets in a manner dependent on the target gene's DNA binding sequence [36]. While an association between the *Klf3* ^H275R^ mutation and human disease is not currently known, autosomal dominant point mutations, like H275R, are among the most common causes of human genetic disorders. With *Klf1* as precedent, the current work provides strong impetus for searching for mutations in *Klf3* in humans with cardiovascular dysfunction.

In conclusion, we have discovered important and hitherto unknown roles for *Klf3* in cardiovascular development and function. We have also revealed the critical importance of amino acid 275 in the DNA binding region of the first of three zinc fingers, for normal DNA binding and transcriptional gene regulation, and its importance in cardiovascular development. This histidine residue is conserved in KLF3 across species from zebrafish to humans, and in all but one of 22 Sp/Klf family members [18], [28] (http://www.ncbi.nlm.nih.gov/sites/entrez?cmd=Retrieve&db=homologene&dopt=MultipleAlignment&list_uids=7). Thus the identification of the critical importance of this histidine residue may have broad implications; it may apply across species, across the Sp/Klf family, and across other C2H2 zinc finger (C2H2-ZNF) proteins, one of the largest and most complex gene super-families with hundreds of members in the human and mouse genome [29]. Involvement of this histidine residue within the zinc finger domain in human disease warrants further investigation.

## Materials and Methods

### Ethics statement

All experimental procedures received approval from the Animal Care Committee of Mount Sinai Hospital and were conducted in accordance with the guidelines of the Canadian Council on Animal Care.

### Generation of ENU mutant by Centre for Modeling Human Disease (www.cmhd.ca)

When male C57BL/6J mice (www.jax.org) regained fertility after ENU treatment (85 mg/kg i.p. 1/wk for 3 wk), they were bred to C3H/HeJ females (www.jax.org). Offspring were screened at 8–10 wk for high blood velocity in the ascending thoracic aorta. A male with an aortic blood velocity >7 SD above the mean of previous offspring was identified. It was bred to BALB/c females to test for heritability.

### Genetic mapping, sequencing, and genotyping of point mutation

PCR amplification of individual microsatellite markers using fluorescently tagged primers (IDT, Coralville, IA) was performed on extracted tail DNA from offspring. Labeled products were multiplexed and analyzed on a BaseStation automated sequencer (MJ Research, Waltham, MA) to identify alleles from the mutagenized strain (C57BL/6J). Linkage analysis on BALB/c localized the causative mutation to chromosome 5 (**Figure S1**). Phenotype penetrance was greater on C57BL/6J so mice were then bred to the consomic chromosome substitution strain, C57BL/6J-Chr 5^A/J^/NaJ (www.jax.org, Stock Number 004383) and linkage analysis continued on chromosome 5 from the A/J strain. SNP markers unique to C57BL/6J and A/J strains were used to refine the linkage interval. Genomic sequencing of candidate genes revealed a point mutation in exon 5 of *Klf3* (*Krüppel-like factor 3*) that changed a histidine residue (CAC) at amino acid 275 to arginine (CGC) (KLF3^H275R^). The mouse line has been named *Klf3^m1Jrt^*.

For genotyping the *Klf3* ^H275R^ point mutant mice, we distinguished the mutant *Klf3* DNA from the endogenous wild type DNA using the base pair change from an A to a G, which introduced a novel BstUII restriction enzyme site (**Table S7**).

### Phenotyping

#### Micro-ultrasound imaging and Doppler

The primary screen, high blood velocity in the ascending thoracic aorta, was assessed in isoflurane-anesthetized mice using pulsed Doppler ultrasound (20 MHz transducer; Indus Instruments, Houston, TX) while the rectal temperature was maintained at 37–38°C. Echocardiography was performed in isoflurane-anesthetized adults as a secondary screen (30–40 MHz; Vevo770 or Vevo2100, VisualSonics, Toronto, Canada) using published and/or standard methods [39], [40]. Peak ascending aortic blood velocity was assessed in isoflurane-anesthetized newborn mice one day after birth.

#### Arterial blood pressure

Arterial blood pressure and heart rate were measured in conscious mice using a computerized tail cuff system (MC-4000 Hatteras Instruments, NC; www.cmhd.ca) and/or in isoflurane-anesthetized mice with a catheter-tip pressure transducer (Ultra-Miniature Mikro-Tip; Millar Instruments, TX) inserted into the ascending aorta and left ventricle via the carotid artery.

#### Hematology and blood smears

Whole blood was collected from the saphenous vein into EDTA coated capillary tubes (Drummond Scientific Co., Broomall, PA) and analyzed on a Hemavet 950FS Hematology Analyzer (Drew Scientific, Waterbury, CT). Blood smears were stained with Wright – Giemsa SureStain (Fisher Scientific, Ottawa, Canada).

#### Metabolic rate

Oxygen consumption of males (n = 4 per group, 22–25 wk) was measured over 24 h by indirect calorimetry (Oxymax, Columbus Instruments, Columbus, OH) after 2 h acclimatization to the chamber.

#### Percent body fat

Body composition of anesthetized mice was assessed at 10 wk using Dual energy X-ray absorptiometry (DEXA) (PIXImus, Lunar Corp., Madison, WI) (www.cmhd.ca).

#### Magnetic resonance imaging (MRI), optical projection tomography (OPT), and micro-computed tomography (micro-CT)

Samples for MRI were prepared using methods adapted from [41] and imaged using standard methods [42]. Sample preparation for OPT was essentially as described [43] and images were acquired using standard methods [44], [45]. Micro-CT samples were immersed in iodine [46] to generate soft tissue contrast and imaging was performed as previously published [47], [48].

#### Histopathology

Animals were perfusion fixed with 10% neutral-buffered formalin, tissues were processed, embedded in paraffin, and 5 µm sections stained with hematoxylin and eosin, or Movat's. *LacZ* whole mount staining of embryos and slices of adult tissues were performed using standard methods [49] followed by routine histology.

### Zebrafish morpholino injections

The zebrafish *klf3* (Accession Number NM_131859) sequence was verified and targeted. A morpholino spanning the translation start site of the zebrafish *klf3* gene (sequence: 5′- agcatggctgcttccagtggaattt – 3′) was designed and ordered from Gene Tools (Philomath, Oregon). Following morpholino titration to determine the optimal concentration, 7 ng of morpholino was injected per embryo at the 1-cell stage using standard techniques. The *myl7:EGFP^twu34^* transgenic line was used to image the developing heart.

### Embryonic stem cell lines

Embryonic stem cell lines XS0187 (XS) (MGI:4331780) and CH0516 (CH) (MGI:3872001) from the Sanger Institute Gene Trap Resource were obtained from the *NIH/NCRR-*sponsored Mutant Mouse Regional Resource Center at UC Davis. The location of the gene trap insertion was determined by long range PCR and confirmed by sequencing. 5′ RACE analysis (Sanger Institute Gene Trap Resource) placed the gene trap insertion cassette in *Klf3* in intron 2 for XS and in intron 1 for CH. Primers for long-range PCR were designed at regular intervals spanning the preceding intronic sequence for the 5′ primer and a common sequence at the beginning of the *B-geo fusion* gene was used for the 3′ primer. PCR with each of the long-range primer sets was then undertaken systemically to narrow down the interval of the insertion site as determined by the production of a ∼1–2.5 kbp fragment. The resulting PCR product was purified and sent to The Centre for Applied Genomics (The Hospital for Sick Children, Toronto, Canada) for sequencing. To determine the exact site of insertion, sequencing results were compared to the intronic sequence of the *Klf3* gene and the gene trap vector using the NCBI BLAST programme.

In XS, the gene trap cassette inserted 4105 bp downstream of the 5′ end of intron 2 (4,843 bp in total) (**Figure 8A**). In CH, the gene trap cassette inserted 3578 bp downstream from the start of intron 1 (12,943 bp in total) (**Figure 8A**). Primers were designed for genotyping mutants such that PCR and gel electrophoresis of genomic DNA yielded different sized products for the endogenous WT allele and for the allele with the gene trap insertion (**Table S7**). The mouse lines B6;129-Klf3^Gt(XS0187)Wtsi^/Cmhd (XS) and B6;129-Klf3^Gt(CH0516)Wtsi^/Cmhd (CH) were derived from embryonic stem cells by the Transgenic Core at the Toronto Centre for Phenogenomics.

### Molecular methods

#### Vectors and cloning

The mammalian expression vector pMT3-Klf3 encoding full length murine *Klf3* has been described previously [50]. The bacterial expression vector pGEX-6P-Klf3-F1-3, encoding residues 254–344 of *Klf3* fused to glutathione S-transferase (GST), was kindly provided by Jacqui Matthews and Sandra Wissmueller (School of Molecular Bioscience, University of Sydney, NSW, Australia). The H275R mutation was incorporated into both of these vectors by overlap PCR to generate pMT3-Klf3H275R and pGEX-6P-Klf3-F1-3-H275R respectively.

#### COS transfections, preparation of nuclear extracts and analysis

COS cells were transfected with 1, 2 or 5 µg vector (pMT3, pMT3-Klf3 or pMT3-Klf3H275R) as described previously [9]. After 48 h, nuclear extracts were prepared and subjected to electrophoretic mobility shift assays using a radiolabelled DNA probe containing the mouse *β-major globin* promoter CACCC box as described previously [8]. Western blots were performed as described previously [50] using NuPAGE 10% Bis-Tris gels (Invitrogen, Carlsbad, CA) and antisera specific for KLF3 [8]. Detection was achieved using the Immobilon Western Chemiluminescent HRP Substrate kit (Millipore, Billerica, MA) and X-ray film (Eastman Kodak Company, Rochester, NY).

#### Bacterial expression, GST purification and analysis

Bacteria were transformed with pGEX-6P, pGEX-6P-Klf3-F1-3, and pGEX-6P-Klf3-F1-3-H275R respectively and expressed GST fusion proteins were purified on glutathione beads as described previously [51]. Proteins were analysed by electrophoretic mobility shift assay and by sodium dodecyl sulphate-polyacrylamide gel electrophoresis as above. Polyacrylamide gels were stained with Coomassie blue and subsequently destained by sequential 1 h immersions in solutions of 40% (v/v) methanol, 10% (v/v) acetic acid and 5% (v/v) methanol, 7% (v/v) acetic acid.

#### RNA extraction from embryos and real time PCR

Total RNA from E12.5 whole embryos and dissected livers were extracted using TRIZOL Reagent (Invitrogen), DNase-treated and cleaned up with RNeasy kits (QIAGEN) as described previously [9]. RNA (2.5 µg) was subsequently used as a template for cDNA synthesis using the SuperScript® VILO™cDNA Synthesis Kit (Invitrogen). Quantitative real time PCR (qRT-PCR) was performed as described [9] but using FastStart Universal SYBR Green Master (Rox) (Roche Diagnostics, Indianapolis, IN) or Power SYBR Green PCR Master Mix (Applied Biosystems, Foster City, CA), and the 7500 Fast Real-Time PCR System (Applied Biosystems). Primer sequences are shown in **Table S8**.

#### Nuclear protein extraction from embryos

Nuclear protein extracts were isolated from E12.5 whole embryos, analysed by Western blotting and visualized by chemiluminescence as described previously [50].

### Statistical analysis

Significant differences (P<0.05) were tested using Student's t-test or, if normality failed, a Mann-Whitney Rank Sum Test. Proportions were tested using Chi Square or Fisher's Exact Test. Multiple groups were tested by 2-way or 3-way ANOVA as appropriate, and if significant, then a multiple comparison test was performed. If sex was not a significant factor, then combined data are shown (mean ± SE).

### Microarrays

Total RNA was extracted from whole embryos (E12.5) for the following genotypes: wild type (*n = *4), *Klf3* ^H275R/+^ (*n = *4), *Klf3* ^H275R/H275R^ (*n = *3) and *Klf3* CH homozygous (*n = *4). RNA was prepared and hybridized to Affymetrix GeneChIP 2.0 ST arrays (Affymetrix, Santa Clara, CA) by the Ramaciotti Centre (University of New South Wales, Australia) as previously described [14]. Data were normalized using the robust multiarray average (RMA) algorithm and analyzed using Partek Genomic Suite version 6.6 (Partek Inc., St Louis, MO). Genes that showed greater than 1.5-fold deregulation of expression in *Klf3* ^H275R/H275R^ samples relative to wild type were used to construct the heat map (**Figure S9**). Microarray data were deposited in the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/projects/geo) under accession number GSE43908.

## Supporting Information

Figure S1 Mapping mutation in ENU mutant line. (A) Genome scan of mice with high aortic blood velocity trait. Microsatellite markers polymorphic between parental strains (H) localized mutation between markers D5Mit346 and D5Mit201. (B) LOD score of trait on chromosome 5. Vertical dashed lines show fine mapped interval, which contained 35 genes. Vertical solid line marked with an arrow shows the location of *Klf3* in which the potentially causative point mutation was found by sequencing.
(TIF)

Figure S2 Histology of the pulmonary valve in adult *Klf3* mutants. Pulmonary valve histology at low power (A,C) for wild type (WT) mice (left) and (A) for 2 different *Klf3* ^H275R^/+ mutants (middle and right) and (C) for homozygous XS (middle) and CH mutants (right). (B,D) Higher power images of the pulmonary valves located in the boxed regions in (A,C). Pulmonary valve abnormalities were not detected in adult *Klf3* ^H275R^/+ mutants by gross or histological examination. Pulmonary valve leaflets were often abnormally thickened in XS and CH mutants (arrows).
(TIF)

Figure S3 Enlarged heart of an adult *Klf3* ^H275R^ heterozygote that was found moribund. Heart image at 47 wk of a moribund *Klf3* ^H275R^ heterozygote (right) in comparison to a littermate control (left). Images show the dramatic cardiac enlargement typical of *Klf3* ^H275R^ heterozygotes that became acutely ill and were found moribund, likely due to high output heart failure. Images show 3D micro-CT surface renderings of isolated hearts.
(TIF)

Figure S4 Light and electron microscopy of the adult ventricular myocardium. In general, the structure of the mutant myocardium appeared normal when examined (A) by light microscopy, and (B) by electron microscopy. However, focal regions of contraction band necrosis (arrows) were sometimes observed in the *Klf3^H275R^*/+ myocardium (right) whereas this was rare in the wild type myocardium (left).
(TIF)

Figure S5 Hematological parameters in adult *Klf3* mutants. Blood of *Klf3* ^H275R^ and of XS and CH gene trap lines was sampled at 9–19 wk. RBC = red blood cell counts; MCV = red blood cell volume; RDW = red blood cell distribution width; WBC = white blood cell count; WT = wild-type; Het = heterozygotes; Homo = homozygotes. No homozygote *Klf3^H275R^* mice survived to adulthood (N/A). N is shown in bar. * P<0.05 ** P<0.01 *** P<0.001 vs. WT, NS = not significant. Mean ± SE.
(TIF)

Figure S6 KLF3^H275R^ protein does not interfere with the ability of WT KLF3 to bind to DNA. No reduction in binding of WT KLF3 to KLF3's canonical CACCC binding region of the β-globin gene promoter was observed when (A) the recombinant WT protein was combined with recombinant bacterial GST-*Klf3* ^H275R^ zinc finger 1–3 protein in ratios of 1∶1, 1∶2, and 1∶4 or (B) when full length WT protein was combined with KLF3^H275R^ protein expressed in COS cells at a 1∶1 ratio. These results show that KLF3^H275R^ protein does not interfere with the ability of WT KLF3 to bind to DNA.
(TIF)

Figure S7 Increased mRNA expression of *Lgals3* in *Klf3* ^H275R^ mutant embryos. *Lgals3* mRNA was significantly increased in (A) homozygous (Homo) *Klf3* ^H275R^ embryos at E12.5 relative to wild type littermate controls (WT). (B) *Lgals3* was significantly increased in livers from homozygous (Homo) and heterozygous (Het) *Klf3* ^H275R^ embryos at E12.5. These results show that the point mutation impairs the normal repressive function of *Klf3* at this target gene *in vivo*. qRT-PCR expression was normalized to 18S (reference gene) and to the WT group mean ( = 1). Results for individual embryos are shown. Horizontal lines shows group means. * P<0.05 relative to WT.
(TIF)

Figure S8 LacZ staining in the adult heart and aorta showing *Klf3* gene expression. (A) LacZ-staining (blue) in homozygous XS mice shows *Klf3* gene expression in the atrial myocardium, left atrioventricular valve, left ventricular myocardium, and aorta. Lower magnification images are shown on left (20×) and higher magnification images on right (100×). (B) Images (100×) at similar anatomic locations in wild type (WT) mice showing no detectable Lac-Z staining (negative control).
(TIF)

Figure S9 Heat map showing relative microarray gene expression of *Klf3* ^H275R^ and CH mutants versus wild type. Genes with a greater than 1.5-fold difference in expression in *Klf3* ^H275R/H275R^ embryos relative to wild type are shown. These differences were not statistically significant at a false discovery rate of 0.1. 

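By this rule, 412 probe sets differed more than 1.5-fold between *Klf3* H275R homozygotes and WT, 58 higher and 354 lower in homozygotes. Only 71 of them have 1 gene symbol, 5 have several and 336 are unannotated. The 8 largest differences among the genes with 1 symbol were led by the serpin gene *Serpina1d* (−2.20, adjusted p = 0.860 from limma), *Hsd3b6*, which passed, and *C330024D21Rik* (1.28, adjusted p = 0.734). The others were *Hfm1*, a helicase of meiosis (−1.27, adjusted p = 0.478), *Kel*, the ribosomal protein gene *Rps13* (1.14, adjusted p = 0.999), *Slfn14* (−1.14, adjusted p = 0.466) and *Xist* (−1.12, adjusted p = 0.999). A probe set that *Rps13* shares with other symbols had the opposite direction (−1.09, adjusted p = 0.999). *Xist* differs with the sex of an embryo. It was at 5.63 in homozygote 1 and 7.64 in WT 2, the arrays of these groups high in *Kdm5d*. In the other arrays of both groups it was at 12.84 to 12.97, so its difference follows those arrays and not genotype. Of the 412 probe sets, 4 passed the false discovery rate of 0.1, all of them lower in homozygotes. The rule selects by size and gives no p-value, and it passed 629 probe sets without WT 1 and 850 without *Klf3* H275R homozygote 3.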

*Lilra6* and *Hsd3b6* mRNA was measured by qRT-PCR. RNA was prepared from whole embryos at E12.5 and was analyzed by Affymetrix microarrays for n = 4 wild type, n = 4 *Klf3* ^H275R/+^, n = 3 *Klf3* ^H275R/H275R^ and n = 4 *Klf3* CH homozygous gene trap embryos.
(TIF)

Figure S10 Activator and repressor functions of *Klf3* ^H275R^ in mutant embryos. (A) Activation of *Hsd3b6* was significantly diminished in heterozygous (Het) and homozygous (Homo) *Klf3* ^H275R^ embryos at E12.5 relative to wild type littermate controls (WT). (B) A trend towards a similar diminishment in *Hsd3b6* expression in homozygous CH gene trap mutants was not statistically significant (whereas *Hsd3b6* expression was significantly reduced when assessed by microarray analysis (**Table S6A**)). (C) *Lilra6* mRNA expression was significantly augmented in heterozygous (Het) and homozygous (Homo) *Klf3* ^H275R^ embryos at E12.5 relative to wild type littermate controls (WT). 

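In the arrays of CH homozygotes, the probe set shared by *Lilra6* and related receptor genes was at 5.90 ± 0.27 (SD, n = 4), a log2 difference from WT of 0.66 (SE 0.20) that did not pass (adjusted p = 0.356 from limma). The CH heterozygotes were at 5.16 and 5.94. Other receptors of this family with a probe set of their own were *Lilrb4a* (0.29), *Pirb* (0.28) and *Lilra5* (−0.08), and as a list these 3 did not pass in CH homozygotes (median 0.28, camera adjusted p = 0.507, adjusted p = 0.827 with an estimated correlation, 0 passing over the list alone).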

(D) *Lilra6* mRNA expression in homozygous CH gene trap mutants was not significantly altered, nor was expression in homozygous CH mutants significantly altered when assessed by microarray analysis. Results suggest that the point mutation diminished the activator function of KLF3 at *Hsd3b6*, and that it generated a novel activating function on *Lilra6* mRNA expression in embryos *in vivo*. qRT-PCR expression was normalized to 18S (reference gene) and the WT group mean ( = 1). Bars show the mean ± SE. The number of embryos is shown at the bottom of each bar. * P<0.05 relative to WT (by Kruskal-Wallis ANOVA on Ranks).
(TIF)

Movie S1 Motion of the inter-ventricular septum during the cardiac cycle in adult wild type mice. Short axis view of the inter-ventricular septum, and right and left ventricles of a wild type adult mouse (58 wk) obtained using micro-ultrasound. The septum is near the middle of the image with the right ventricle on the left side, and the left ventricle on the right side.
(MOV)

Movie S2 Abnormal motion of the inter-ventricular septum during the cardiac cycle in adult CH homozygous mice. Short axis view of the inter-ventricular septum, and right and left ventricles of a homozygous Klf3 gene trap mutant of the CH line (age 58 wk) obtained using micro-ultrasound. The septum is near the middle of the image with the visibly enlarged right ventricle on the left side, and the left ventricle on the right side. At the end of systole, the inter-ventricular septum suddenly deforms and bulges into the left ventricle. This is likely caused by right ventricular systole continuing after the end of left ventricular systole due to the marked enlargement in right ventricular size in the CH mutant. Similar anatomic and ultrasound defects were also observed in some adult homozygotes of the XS line.
(MOV)

Table S1 List of 35 genes in mapping interval on Chromosome 5.
(DOCX)

Table S2 Stage of perinatal or postnatal lethality in *Klf3* ^H272R^ mutants.
(DOCX)

Table S3 Body and organ weights of *Klf3* ^H275R^ heterozygous mice at 18–25 wk.
(DOCX)

Table S4 Lethality at weaning of XS and CH gene trap mutants.
(DOCX)

Table S5 Body and organ weights of XS and CH homozygous adult mice at 18–82 wk.
(DOCX)

Table S6 Differential gene expression of embryos at E12.5 by microarray with False Discovery Rate (FDR) <0.1. A. WT (n = 4) versus CH homozygotes (n = 4). 

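This part of the table gives the ratio of CH homozygotes to WT for each gene and its false discovery rate. All 18 genes were found on the arrays, with *Lass4*, *Rab1* and *C630020P19Rik* under the newer symbols *Cers4*, *Rab1a* and *Pcsk2os1*, and all 18 differed in the direction the table gives, with ratios within 1.18-fold of the table's. In limma *Klf3*, *Hsd3b6*, *Myh9*, *Cers4*, *Pfkp*, *Snord73a* and *Hydin* passed and 11 did not, at adjusted p-values of 0.148 to 0.389. These were *Eno3* (0.34), *Fnta*, a subunit of farnesyltransferase (0.29), *Atp6v1c1*, a subunit of the vacuolar proton pump (0.27), *Rab1a* (0.22), *Cnbp* (0.19), *Dguok*, a mitochondrial deoxyguanosine kinase (−0.19), *Btrc* (−0.22), *Ncan* (−0.23), the receptor gene *F2rl2* (−0.24), *Slc9a3r2* (−0.31) and *Pcsk2os1* (−0.37). The gap of 1.18-fold is that of *Ncan* (0.852 here and 0.72 in the table), and it comes from the choice of probe set, since a dimmer one gave 0.724 (−0.47, adjusted p = 0.113).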

B. *Klf3* ^H275R^ homozygotes (n = 3) versus CH homozygotes (n = 4). 

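All 16 genes of this part were found, all 16 differed in the direction the table gives, and the ratios lay within 1.05-fold of the table's. Besides the 12 genes that passed in limma, *Pias3*, an inhibitor of STAT signalling (−0.32, adjusted p = 0.101), the zinc finger gene *Zfp382* (−0.30, adjusted p = 0.120), *Gm5885* (−0.29, adjusted p = 0.111) and *Atp6v1c1* (0.27, adjusted p = 0.131) did not pass.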

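Part C of the table compares CH homozygotes with *Klf3* H275R heterozygotes and lists 185 entries for 183 genes, 96 higher and 89 lower in CH homozygotes. Of these entries, 174 were matched by symbol to a probe set of the arrays and 11 were not matched here. The direction was the table's in 172 and opposite in 2: the tropomyosin gene *Tpm3* had a log2 difference of −0.12 (adjusted p = 0.496 from limma) and the ribosomal protein gene *Rpl9* of −0.09 (adjusted p = 0.636), each read from the brightest of its probe sets. A dimmer probe set of each gene had the table's direction, at 0.34 for *Rpl9*, which passed (adjusted p = 0.0781), and 0.28 for *Tpm3* (adjusted p = 0.113). The largest gap from the table's ratio was 1.34-fold, in *Rpl9*, and the ratios of 9 entries lay outside the table's rounding. Of these, *Rpl9*, *Tpm3*, *Med26* (1.04 here and 1.26 in the table), *Fmod* (0.871 and 0.78), *Ccdc106* (0.836 and 0.76), *Ncan* (0.747 and 0.69) and *Dpysl3* (0.886 and 0.87) have a dimmer probe set that gives the table's ratio. *2610005L07Rik* (1.64 and 1.25) and *Vmn2r85* (0.975 and 0.82) have no other probe set with their symbol alone. The table also holds a further entry for *2610005L07Rik* at 1.64 and for *Ncan* at 0.75, and the values here are those of these entries. In limma 123 of the matched entries passed and 51 did not (adjusted p = 0.100 to 0.963), each read from the brightest probe set. Of these 51, *Ccdc106*, *Fmod*, *Med26* and *Rpl9* passed in the dimmer probe set with the table's ratio (adjusted p = 0.0637, 0.0944, 0.0991 and 0.0781). *Tpm3* and *Dpysl3* did not (0.113 and 0.150). Among the larger differences that passed were *Lyrm7* (−0.90, adjusted p = 0.0473), the gamma-tubulin gene *Tubg2* (−0.66, adjusted p = 0.0341), the ribosomal protein gene *Rps3a* (0.94, adjusted p = 0.0396), the microRNA gene *Mir690* (0.95, adjusted p = 0.0600), *Snhg3* (0.64, adjusted p = 0.0648) and *Zfp868* (0.61, adjusted p = 0.0690).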

C. *Klf3* ^H275R^ heterozygotes (n = 4) versus CH homozygotes (n = 4).
(DOCX)

Table S7 PCR primers for genomic DNA used to genotype mouse lines.
(DOCX)

Table S8 qRT-PCR primer sequences for mRNA.
(DOCX)

# Supplementary material for: ENU-induced Mutation in the DNA-binding Domain of KLF3 Reveals Important Roles for KLF3 in Cardiovascular Development and Function in Mice
**Source:** PLoS Genet. 2013 Jul 11;9(7):e1003612. doi: 10.1371/journal.pgen.1003612
**Supplement:** Table S1 — List of 35 genes in mapping interval on Chromosome 5.

**Table S1. List of 35 genes in mapping interval on Chromosome 5.**

| **Start Position (bp)** | **Strand** | **Ensembl Gene ID** | **External Gene ID** |
| --- | --- | --- | --- |
| 53809626 | + | ENSMUSG00000039178 | Tbc1d19 |
| 53998417 | + | ENSMUSG00000039156 | **Stim2*** |
| 57718021 | + | ENSMUSG00000029108 | **Pcdh7*** |
| 59053599 | + | ENSMUSG00000094696 | AC122012.1 |
| 61808843 | + | ENSMUSG00000089992 | G6pd2 |
| 62602445 | - | ENSMUSG00000037999 | Arap2 |
| 62813823 | + | ENSMUSG00000090326 | Gm17384 |
| 63649103 | + | ENSMUSG00000090061 | 3110047P20Rik |
| 63649950 | - | ENSMUSG00000054714 | Gm9954 |
| 63812495 | + | ENSMUSG00000060512 | 0610040J01Rik |
| 63908896 | - | ENSMUSG00000047881 | Rell1 |
| 64092936 | + | ENSMUSG00000029171 | Pgm1 |
| 64159451 | + | ENSMUSG00000029174 | Tbc1d1 |
| 64803523 | + | ENSMUSG00000029178 | **Klf3*** |
| 64924811 | - | ENSMUSG00000044827 | Tlr1 |
| 64953106 | - | ENSMUSG00000051498 | Tlr6 |
| 64970071 | + | ENSMUSG00000029185 | Fam114a1 |
| 65063208 | - | ENSMUSG00000037913 | Tmem156 |
| 65107568 | + | ENSMUSG00000054920 | Klhl5 |
| 65199696 | + | ENSMUSG00000037890 | Wdr19 |
| 65261852 | - | ENSMUSG00000029191 | Rfc1 |
| 65348386 | + | ENSMUSG00000029195 | **Klb*** |
| 65388364 | - | ENSMUSG00000047215 | Rpl9 |
| 65391497 | + | ENSMUSG00000029199 | Lias |
| 65413202 | - | ENSMUSG00000029201 | **Ugdh*** |
| 65446844 | - | ENSMUSG00000037822 | 1110003E01Rik |
| 65537233 | + | ENSMUSG00000028203 | Ube2k |
| 65615260 | - | ENSMUSG00000029202 | Pds5a |
| 65763521 | + | ENSMUSG00000037795 | N4bp2 |
| 65863569 | + | ENSMUSG00000029204 | **Rhoh*** |
| 65934921 | + | ENSMUSG00000029205 | **Chrna9*** |
| 65979358 | - | ENSMUSG00000054598 | 9130230L23Rik |
| 66016549 | - | ENSMUSG00000070780 | Rbm47 |
| 66259912 | + | ENSMUSG00000029206 | Nsun7 |
| 66298861 | - | ENSMUSG00000029207 | Apbb2 |

***Genes in bold font were sequenced.**

# Supplementary material for: ENU-induced Mutation in the DNA-binding Domain of KLF3 Reveals Important Roles for KLF3 in Cardiovascular Development and Function in Mice
**Source:** PLoS Genet. 2013 Jul 11;9(7):e1003612. doi: 10.1371/journal.pgen.1003612
**Supplement:** Table S2 — Stage of perinatal or postnatal lethality in Klf3 H272R mutants.

Table S2. Stage of perinatal or postnatal lethality in *Klf3*^H272R^ mutants.

| **Genotype** | **E12.5** | | | **E14.5-E16.5** | | | **Birth** | | | **Neonate** | | **Weaning** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **If 1:2:1** | **#** | **# alive** | **If 1:2:1** | **#** | **# alive** | **If 1:1** | **#** | **# alive** | **If 1:1** | **# alive** | **If 1:1** | **# alive** |
| **Wild Type** | 14 | 14 | 14 | 16 | 16 | 16 | 10 | 10 | 9 | 23 | 23 | 189 | 189 |
| **Heterozygote** | 28 | 31 | 27 | 32 | 36 | 36 | 10 | 12 | 7 | 23 | 9 | 189 | 103 |
| **Homozygote** | 14 | 9 | 9 | 16 | 12 | 3 |  |  |  |  |  |  |  |
| **P value*** |  |  | NS |  |  | <0.003 |  |  | NS |  | 0.01 |  | 0.0001 |

* P value for genotype proportion of live offspring differing from expected Mendelian ratio of 1:2:1 for embryos from heterozygous intercross mating, and 1:1 for postnatal offspring from heterozygous x C57Bl6/J mating.

# Supplementary material for: ENU-induced Mutation in the DNA-binding Domain of KLF3 Reveals Important Roles for KLF3 in Cardiovascular Development and Function in Mice
**Source:** PLoS Genet. 2013 Jul 11;9(7):e1003612. doi: 10.1371/journal.pgen.1003612
**Supplement:** Table S3 — Body and organ weights of Klf3 H275R heterozygous mice at 18–25 wk.

**Table S3**. Body and organ weights of *Klf3*^H275R^ heterozygous mice at 18-25 wk.

|  | **WT** | ***Klf3*^H275R/+^** | **% change** | **P value** |
| --- | --- | --- | --- | --- |
| body weight (g) | 28 ± 2 | 25 ± 2 | - 12 | NS |
| fat (mg/g)† | 24 ± 4 | 14 ± 2 | - 43 | P<0.05 |
| heart (mg/g) | 6.5 ± 0.5 | 9.3 ± 0.4 | + 43 | P<0.001 |
| spleen (mg/g) | 2.9 ± 0.2 | 4.3 ± 0.3 | + 49 | P<0.001 |
| kidney (mg/g) | 11.8 ± 0.3 | 13.5 ± 0.5 | + 15 | P<0.01 |
| brain (mg/g) | 17 ± 2 | 20 ± 1 | + 15 | NS |
| lung (mg/g) | 6.3 ± 0.2 | 6.6 ± 0.2 | + 4 | NS |
| liver (mg/g) | 42 ± 1 | 44 ± 2 | + 5 | NS |
| age (wk) | 21 ± 0.6 | 21 ± 0.6 | 0 | NS |

Mean ± SEM with N=10 per group; NS, not significant by Student’s t-test; organ weight in mg is expressed per g body weight; †, ventral intraperitoneal fat pad from the lower abdomen (includes uterine fat in females and testicular fat in males)

# Supplementary material for: ENU-induced Mutation in the DNA-binding Domain of KLF3 Reveals Important Roles for KLF3 in Cardiovascular Development and Function in Mice
**Source:** PLoS Genet. 2013 Jul 11;9(7):e1003612. doi: 10.1371/journal.pgen.1003612
**Supplement:** Table S4 — Lethality at weaning of XS and CH gene trap mutants.

Table S4. Lethality at weaning of XS and CH gene trap mutants.

| **Genotype** | **XS** | | **CH** | |
| --- | --- | --- | --- | --- |
|  | If 1:2:1 | # alive | If 1:2:1 | # alive |
| **Wild Type** | 21 | 21 | 24 | 24 |
| **Heterozygote** | 42 | 58 | 48 | 51 |
| **Homozygote** | 21 | 7 | 24 | 6 |
| **P value*** |  | 0.00005 |  | 0.0012 |

* P value for genotype proportion of live offspring from heterozygous intercross mating differing from expected Mendelian ratio of 1:2:1.

# Supplementary material for: ENU-induced Mutation in the DNA-binding Domain of KLF3 Reveals Important Roles for KLF3 in Cardiovascular Development and Function in Mice
**Source:** PLoS Genet. 2013 Jul 11;9(7):e1003612. doi: 10.1371/journal.pgen.1003612
**Supplement:** Table S5 — Body and organ weights of XS and CH homozygous adult mice at 18–82 wk.

**Table S5. Body and organ weights of XS and CH homozygous adult mice at 18-82 wk.**

|  | WT* | XS and CH* | % change | P value |
| --- | --- | --- | --- | --- |
| body weight (g) | 41 ± 4 (11) | 30 ± 2 (14) | - 27 | P<0.01 |
| fat (mg/g)† | 53 ± 11 (11) | 18 ± 4 (14) | - 67 | P<0.01 |
| heart (mg/g) | 4.7 ± 0.3 (11) | 7.2 ± 0.6 (14) | + 54 | P<0.01 |
| spleen (mg/g) | 3.1 ± 0.8 (11) | 5.4 ± 0.7 (14) | + 73 | P<0.05 |
| kidney (mg/g) | 10.1 ± 0.6 (9) | 15.7 ± 1.6 (11) | + 55 | P<0.01 |
| brain (mg/g) | 13 ± 1 (9) | 17 ± 1 (10) | + 36 | P<0.01 |
| lung (mg/g) | 4.3 ± 0.3 (9) | 7.1 ± 0.9 (11) | + 66 | P<0.05 |
| liver (mg/g) | 40 ± 1 (9) | 46 ± 2 (11) | + 15 | P<0.05 |
| age (wk) | 37 ± 8 (11) | 36 ± 5 (14) | - 2 | NS |

Mean ± SE (n); * pooled data for XS and CH homozygotes and WT cage-mate controls.

Organ weight in mg is expressed per g body weight; †, ventral intraperitoneal fat pad from the lower abdomen (includes uterine fat in females and testicular fat in males); NS, not significant by Student’s t-test.

# Supplementary material for: ENU-induced Mutation in the DNA-binding Domain of KLF3 Reveals Important Roles for KLF3 in Cardiovascular Development and Function in Mice
**Source:** PLoS Genet. 2013 Jul 11;9(7):e1003612. doi: 10.1371/journal.pgen.1003612
**Supplement:** Table S6 — Differential gene expression of embryos at E12.5 by microarray with False Discovery Rate (FDR) <0.1. A. WT (n = 4) versus CH homozygotes (n = 4). B. Klf3 H275R homozygotes (n = 3) versus CH homozygotes (n = 4). C. Klf3 H275R heterozygotes (n = 4) versus CH homozygotes (n = 4).

**Table S6. Differential gene expression of embryos at E12.5 by microarray with FDR < 0.1.**

A. WT (n=4) versus CH homozygotes (n=4)

|  | **Gene Symbol** | **RefSeq** | **FDR** | **WT**  **CH Homo** | **CH Homo**  **WT** |
| --- | --- | --- | --- | --- | --- |
| 1 | Klf3 | NM_008453 | 0.000 | 15.14 | 0.07 |
| 2 | Hsd3b6 | NM_013821 | 0.003 | 4.37 | 0.23 |
| 3 | Myh9 | NM_022410 | 0.020 | 1.61 | 0.62 |
| 4 | Ncan | NM_007789 | 0.095 | 1.38 | 0.72 |
| 5 | C630020P19Rik | NR_040354 | 0.095 | 1.29 | 0.77 |
| 6 | Slc9a3r2 | NM_023055 | 0.073 | 1.24 | 0.81 |
| 7 | F2rl2 | ENSMUST00000022182 | 0.074 | 1.18 | 0.85 |
| 8 | Btrc | NM_001037758 | 0.073 | 1.16 | 0.86 |
| 9 | Dguok | NM_013764 | 0.055 | 1.14 | 0.87 |
| 10 | Cnbp | NM_013493 | 0.095 | 0.88 | 1.14 |
| 11 | Rab1 | NM_008996 | 0.074 | 0.86 | 1.17 |
| 12 | Atp6v1c1 | NM_025494 | 0.055 | 0.83 | 1.20 |
| 13 | Fnta | NM_008033 | 0.055 | 0.82 | 1.22 |
| 14 | Eno3 | ENSMUST00000108548 | 0.095 | 0.79 | 1.27 |
| 15 | Lass4 | NM_026058 | 0.077 | 0.72 | 1.39 |
| 16 | Pfkp | ENSMUST00000138703 | 0.095 | 0.69 | 1.45 |
| 17 | Snord73a | NR_004417 | 0.074 | 0.66 | 1.51 |
| 18 | Hydin | NM_172916 | 0.001 | 0.63 | 1.60 |

B. *Klf3*^H275R^ homozygotes (n=3) versus CH homozygotes (n=4)

|  | **Gene Symbol** | **RefSeq** | **FDR** | **H275R Homo**  **CH Homo** | **CH Homo**  **H275R Homo** |
| --- | --- | --- | --- | --- | --- |
| 1 | Klf3 | NM_008453 | 0.000 | 13.62 | 0.07 |
| 2 | Myh9 | NM_022410 | 0.032 | 1.61 | 0.62 |
| 3 | Magee2 | NM_053206 | 0.068 | 1.47 | 0.68 |
| 4 | Bcam | NM_020486 | 0.025 | 1.38 | 0.73 |
| 5 | Zfp579 | ENSMUST00000162731 | 0.014 | 1.35 | 0.74 |
| 6 | F2rl2 | ENSMUST00000022182 | 0.006 | 1.29 | 0.77 |
| 7 | Pias3 | NM_146135 | 0.018 | 1.25 | 0.80 |
| 8 | Zfp382 | NM_001081007 | 0.063 | 1.23 | 0.81 |
| 9 | Gm5885 | NM_001185040 | 0.082 | 1.23 | 0.82 |
| 10 | Atp6v1c1 | NM_025494 | 0.072 | 0.83 | 1.21 |
| 11 | Hydin | NM_172916 | 0.003 | 0.66 | 1.52 |
| 12 | Snord73a | NR_004417 | 0.068 | 0.63 | 1.59 |
| 13 | Coq2 | NM_027978 | 0.032 | 0.59 | 1.69 |
| 14 | Gimap4 | NM_174990 | 0.003 | 0.48 | 2.07 |
| 15 | Snora31 | NR_028481 | 0.072 | 0.46 | 2.20 |
| 16 | Fah | NM_010176 | 0.018 | 0.43 | 2.31 |

C. *Klf3*^H275R^ heterozygotes (n=4) versus CH homozygotes (n=4)

# Supplementary material for: ENU-induced Mutation in the DNA-binding Domain of KLF3 Reveals Important Roles for KLF3 in Cardiovascular Development and Function in Mice
**Source:** PLoS Genet. 2013 Jul 11;9(7):e1003612. doi: 10.1371/journal.pgen.1003612
**Supplement:** Table S7 — PCR primers for genomic DNA used to genotype mouse lines.

**Table S7**. PCR primers for genomic DNA used to genotype mouse lines.

| **Mutant** | **Allele** | **Forward** | **Reverse** | **Product (bp)** |
| --- | --- | --- | --- | --- |
| *Klf3* | WT | 5’-TTGAGGGAAGGGAAGCACCTTT-3’ | 5’-TAAGAACGACCCACCCAACTCA-3’ | 301* |
|  | H275R | Same as WT *Klf3* | Same as WT *Klf3* | 187*  114* |
| XS0187 | WT | 5’-ATGAGGTCTTGGGATGGTCA-3’ | 5’-AGAGACTGAGCCCGTCTGACC-3’ | 604 |
|  | Insertion | 5’-ATGAGGTCTTGGGATGGTCA-3’ | 5’-CTACTTGTCTGGAGGCCAGG-3’ | 292 |
| CH0516 | WT | 5’-GGCCTCCACAGTCTGGATAA-3’ | 5’-CACAAGGCATGGGAACAA-3’ | 764 |
|  | Insertion | 5’-GGCCTCCACAGTCTGGATAA-3’ | 5’-CATAGGAGCCAGGTCCCTCT-3’ | 409 |

*301 bp product was treated with BstUII (37^o^C for 8h); WT DNA fragment remains 301 bp in size whereas mutant DNA is digested into 2 fragments of 187 bp and 114 bp in size.

# Supplementary material for: ENU-induced Mutation in the DNA-binding Domain of KLF3 Reveals Important Roles for KLF3 in Cardiovascular Development and Function in Mice
**Source:** PLoS Genet. 2013 Jul 11;9(7):e1003612. doi: 10.1371/journal.pgen.1003612
**Supplement:** Table S8 — qRT-PCR primer sequences for mRNA.

**Table S8.** qRT-PCR primer sequences for mRNA.

| **Gene** | **Forward** | **Reverse** |
| --- | --- | --- |
| *Klf3* | 5̕’-GAAATGTCACCCCCTTTAATGAAC-3̕’ | 5̕’-CACGATGACGGAAGGATGGT-3̕’ |
| *Lgals3* | 5̕’-GTCCCCGCTGGACCACTGAC-3̕’ | 5̕’-CCTCCAGGCAAGGGCAGGTC-3̕’ |
| *Hsd3b6* | 5̕’-CAGTGTTCCAGCCTTCATCTTCT-3̕’ | 5̕’-TGCCATTCAGGATTATCTCCTTGT-3̕’ |
| *Lilra6* | 5̕’-CAGAGCTATCACAGGTTCATTTTAACTG-3̕’ | 5̕’-GGCGTGGTACTTCCCTGTAGAG-3̕’ |
| *18S* | 5̕’-CACGGCCGGTACAGTGAAAC-3̕’ | 5̕’-AGAGGAGCGAGCGACCAA-3̕’ |

How the deposited data were processed for this re-analysis (not part of the article)

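RNA of whole mouse embryos at E12.5 was measured on 17 Affymetrix 2.0 ST arrays: 4 WT, 4 *Klf3* H275R heterozygotes, 3 *Klf3* H275R homozygotes, 4 CH homozygotes and 2 CH heterozygotes. The authors deposited a table of log2 values after robust multiarray average (RMA) normalization. RMA removes background, makes the distributions of the arrays equal and combines the probes of each probe set into 1 value. The paper names Partek Genomic Suite version 6.6 for these arrays and a false discovery rate of 0.1, and its text does not name the test used for them. The methods' t-test is the Student's t-test of its general section on statistics, which is not tied to the arrays. Whether all 17 arrays were normalized together and which annotation the authors used are not given in the sources used here. Each array was matched to its sample by its name in the table, and 0 columns of values stayed without a sample.

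The table holds 39137 probe sets with log2 values from 2.24 to 13.7. Genes were named from the platform annotation: 23521 probe sets have 1 gene symbol, 1814 have several and 13802 are not listed in it, and of those with 1 symbol 23328 were matched in the mouse gene table of the assembly GRCm38.p6. This table was used for names and for which genes lie near *Klf3* and for no printed coordinate. Where a gene has several probe sets, the one with the highest mean over the arrays fitted was used, and, for the genes named for each comparison, others are given where 1 of them passed and their direction or passing differs. The precision is limited by the number of arrays.

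The values were used as deposited, with no further normalization or filter. Each probe set was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with 1 mean per genotype over the 15 arrays of the 4 genotypes that the paper compares, or over all 17 arrays where CH heterozygotes were compared. P-values were adjusted by the Benjamini-Hochberg method over all probe sets and passed under 0.1. The comparisons were *Klf3* H275R homozygotes with WT, *Klf3* H275R heterozygotes with WT, both combined with WT, CH homozygotes with WT and with each *Klf3* H275R group, the *Klf3* H275R groups with each other, and CH heterozygotes with WT. The comparison of CH homozygotes with CH heterozygotes was added after the data had been seen.

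The genes named are *Klf3*, the genes that the paper names for the arrays and in Table S6 (whose values in the paper's table had been seen), up to 20 genes with the smallest adjusted p among those that passed in a comparison. Where none passed, the 5 largest of the genes without overlap between the groups are named. Of gene lists, the members are named that passed or up to 4 with the largest differences. Genes named outside this rule are given as chosen after their values were seen. The 25 gene lists were targets of KLF3 named by the paper, Klf and Sp family, cardiac muscle, cardiac transcription factors, valve development, endothelial, smooth muscle, skeletal muscle, erythroid, embryonic globins, adult globins, hepatocyte, adipogenesis, macrophage, steroid synthesis, Hsd3b family, paired immunoglobulin-like receptor family, cell cycle, neuronal, hypoxia response, immediate early and heat shock, cartilage, Y-linked, X inactivation, and the mapping interval of Table S1. They were tested with camera of limma at a preset correlation between genes of 0.01 where at least 3 members were measured. The adult globins had 0 measured members and X inactivation had 1, so neither was tested as a list. Each list was also tested with an estimated correlation and with fry.

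The fit was tested on simulated data in which 200 probe sets were changed by known amounts among the 39137. For CH homozygotes against WT, 50.7%, 89.6% and 97.0% of changes of 0.5, 1 and 2 log2 units were recovered, and 10.7% of the probe sets that passed were false. This false share was 7.82% to 13.7% over the comparisons simulated, with 12.6% for *Klf3* H275R homozygotes against WT. The simulated noise was independent between probe sets and held no structure of line or stage, so these shares need not hold for the real arrays. In the test of lists, 0 of 24 lists without a simulated change passed. The alternatives set at the start were the replicate number as a block, an estimated correlation for lists, fry, only the 2 groups compared, all 17 arrays, an intensity trend, array quality weights, robust empirical Bayes, the methods' t-test, an unmoderated contrast, an adjusted p under 0.05, only probe sets with 1 gene symbol or above the median level, normalization by quantiles again, median centring, means of unlogged values, the mutants as 1 group, other windows around *Klf3*, and each array left out in turn. Those added after the data had been seen were *Kdm5d* and the mean of the cartilage list as covariates, the Hsd3b list without *Hsd3b6*, the KLF3 target list without *Ckm*, and the unmoderated contrast over all 17 arrays and over probe sets with 1 gene symbol. A fit with *Ddx3y* as a covariate was not run, since no probe set used here is annotated with this gene. Data from the qRT-PCR measurements and from the other gene trap line were not analysed here.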

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

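Of the tests in this part, the positions of the CH heterozygotes between the groups, stage and sex on the second principal component, the fits with *Kdm5d* and with the cartilage list as covariates, the counts and folds that test sex and stage, the ratio pooled over halvings, the test between the lines and the comparison of CH homozygotes with CH heterozygotes were chosen after the data had been seen.

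In 129 groups of 4 arrays (43 genes and lists in 3 genotypes), 8 had 1 array far from the other 3, and chance gives this in about 1 in 20 groups. WT 4 was far from the other WT arrays in *Ctse* (10.39 against 6.28 to 6.80), in the mean of the valve development list (9.43 against 9.62 to 9.65) and in that of the skeletal muscle list (7.41 against 7.83 to 7.89). Its line is not given, and whether it is a WT littermate of the CH line was not tested. Without it the count for CH homozygotes against WT went from 23 to 129, that for CH heterozygotes against WT from 2 to 36, and those for *Klf3* H275R homozygotes (5) and both *Klf3* H275R groups combined (4) went to 0. *Klf3* H275R heterozygote 2 was far from the other heterozygotes in *Zfp994* (5.23 against 6.26 to 6.44) and in the mean of the cartilage list (8.06 against 7.95 to 7.97), and heterozygote 4 in the mean of the KLF3 target list (7.64 against 7.66 to 7.67). The mean of the Y-linked list was 9.81 in WT 2 against 4.24 to 4.40 in the other WT arrays, and 9.96 in CH homozygote 3 against 4.14 to 4.40 in the other CH homozygotes.

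The step from heterozygote to homozygote differed between the lines in *Klf3* (the difference in the CH line minus that in the *Klf3* H275R line was −3.54, limma adjusted p = 2.00e-05) and in *Hydin* (0.760, SE 0.109, adjusted p = 0.0848), by a test of the difference itself. In the CH heterozygotes, which are not among the arrays that the paper lists, 2 probe sets were lower than in WT, an unnamed one (−1.35, adjusted p = 0.0179) and *Rpl34* (−0.89, adjusted p = 0.0381). The count for this comparison was 1 without WT 2 or WT 3, 36 without WT 4, 6 without CH heterozygote 1 and 32 without CH heterozygote 2. Between CH homozygotes and CH heterozygotes, *Klf3* was lower (−3.68, adjusted p = 1.83e-07) and *Hydin* higher (0.70, adjusted p = 0.00668; another probe set of this gene 0.04). That count of 2 was 6 without CH homozygote 4, 8 without CH heterozygote 1 and 33 without CH heterozygote 2.

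CH homozygotes and *Klf3* H275R heterozygotes differed in 372 probe sets, and the 371 other than *Klf3*, selected for that difference, are used below. With the mean of the cartilage list as a covariate (8.10 in CH homozygotes and 7.98 in heterozygotes) 1811 passed, a rise that alone decides nothing. All 371 of 371 probe sets stayed past the threshold, with a median of 1.01 of the difference kept (quartiles 0.981 and 1.03). The group means of the list were close, so the covariate could take away little, and this fit does not decide on stage. The CH homozygotes lay on both sides of the heterozygotes in this list (7.56 to 8.69 against 7.95 to 8.06), so it does not separate the groups. Sex as the whole cause is argued against by the arrays low in *Kdm5d* (all but CH homozygote 3), between which 60 passed against at most 2 in the other splits of 35, and with *Kdm5d* as a covariate (158 passed) a median of 1.01 of the difference was kept (quartiles 0.979 and 1.03) with an SE 1.05 times as large, so that sex as a part of the cause stays open. A difference of line, litter or array batch and the loss of *Klf3* mRNA as the whole cause cannot be told apart, because the mean position of the CH heterozygotes on the way from *Klf3* H275R heterozygotes (0) to CH homozygotes (1) was 0.332, which left 0.668, with 0.775 and −0.111 in the single arrays and, over 36 halvings of the arrays, from −17.5 to 28.4 and from −154 to 68.3. A ratio pooled over the halvings, chosen after this spread was seen, placed them at 0.543 and 1.74, WT 4 at 0.616, WT 1 to WT 3 at −0.0142 to 0.188 and *Klf3* H275R homozygotes at −0.123 to 0.0269.

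The second principal component (15.4% of the variance) placed CH homozygotes 2 and 4 and CH heterozygote 2 at 26.1, 28.6 and 17.0, and CH homozygotes 1 and 3, CH heterozygote 1 and WT 4 at −26.3, −19.7, −32.3 and −21.5. Computed without the genes of the lists, it followed the mean of the cartilage genes minus that of the embryonic globins over the 6 CH line arrays (Spearman rho 0.886, exact permutation p = 0.0333, 1 of 3 relations computed), so that a difference in stage stays open as a hypothesis. The 6 arrays lie in separate clusters of 3, so the relation rests on the step between the clusters and could not be tested within them, and no explanation by genotype was tested, since each cluster holds CH homozygotes and a CH heterozygote. Dissection and RNA handling stay open too, since for the immediate early and heat shock list rho was −0.143 (exact permutation p = 0.803) but the correlation was 0.597 without the 2 farthest arrays. For *Kdm5d* rho was −0.429 (exact permutation p = 0.419) and the correlation −0.0156 without the 2 farthest arrays, and CH homozygote 1 and WT 4, both low in *Kdm5d*, lie with the arrays high in it, which counts against sex, but in the CH line this rests on 1 array, so sex stays open.

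*Hsd3b6* was lower in CH homozygotes than in WT. The difference was −2.13 with *Kdm5d* as a covariate (limma adjusted p = 0.00198) and −2.11 with the mean of the cartilage list as a covariate (adjusted p = 0.00296, range over all alternatives 0.000193 to 0.281). Each group holds an array high in *Kdm5d*, so that covariate could change little. Every CH homozygote lay below every WT array, whether high or low in *Kdm5d*. This held whether its cartilage mean lay within the WT range (7.50 to 8.05) or above it. These values argue against sex and stage, so far as these genes measure them, as the whole cause. The steroid synthesis list had a median of 0.0138, but only 2 of its 13 genes lay above the median of all probe sets in WT and their distance from background was not measured, so it does not decide on a shift of steroid-making tissue. This, the loss of *Klf3* and a difference of line, litter or batch stay open.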

How the results depend on the processing

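The fits with *Kdm5d* and with the cartilage list as covariates, the unmoderated contrast over all 17 arrays or over probe sets with 1 gene symbol, and the comparison of CH homozygotes with CH heterozygotes were chosen after the data had been seen. The cause was not tested for any change below, apart from what a setting does by its construction (fewer arrays, fewer probe sets or a stricter threshold). Over all settings, single named genes gave the reported direction and side of the threshold in 7079 cases, were lost in 438, passed anew in 195 and reversed in 0. Gene lists did so in 3353, 290, 127 and 8 cases. A reversal is counted only where the value passed on one side. With the preset correlation replaced by an estimated one, 73 list calls were lost and 0 were gained, and with fry 60 and 0. The unmoderated contrasts, the methods' t-test and robust empirical Bayes do not apply to the list tests, and *Ddx3y* as a covariate was not run. The number of arrays limits what can be detected, and background levels of the arrays were not used here.

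*Klf3* H275R homozygotes against WT passed 5 probe sets. It was 0 with only the 2 groups compared, the unmoderated contrast, the methods' t-test, an adjusted p under 0.05, quantile normalization again, and the unmoderated contrast over all 17 arrays or over probe sets with 1 gene symbol. It was 1 with the replicate block, 2 with median centring or *Kdm5d*, 3 with all 17 arrays or an intensity trend, 10 with the cartilage list, and 0 to 2 without 1 array. *Klf3* H275R heterozygotes against WT (0) and homozygotes against heterozygotes (0) gave 0 to 1 without 1 array, and the latter 1 with only the 2 groups compared. Both groups combined against WT (4) gave 0 with only the 2 groups compared, the replicate block, an adjusted p under 0.05, probe sets above the median level, probe sets with 1 gene symbol, the cartilage list and the unmoderated contrast over all 17 arrays or over probe sets with 1 gene symbol, 1 with the unmoderated contrast, and 0 to 6 without 1 array.

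CH homozygotes against WT (23) gave 6 with only the 2 groups compared, 1 with the methods' t-test, 56 with an intensity trend, 69 with probe sets above the median level, 13 with probe sets with 1 gene symbol, 75 with the cartilage list and 14 to 129 without 1 array. Against *Klf3* H275R homozygotes (64) the counts were 15 with only the 2 groups compared or an adjusted p under 0.05, 23 with the unmoderated contrast, 0 with the methods' t-test, 129 with an intensity trend, 42 with the replicate block, 342 with probe sets above the median level, 115 with probe sets with 1 gene symbol, 34 with *Kdm5d*, 710 with the cartilage list, 16 with the unmoderated contrast over all 17 arrays and 18 to 547 without 1 array. Against *Klf3* H275R heterozygotes (372) they were 92 with only the 2 groups compared, 34 with the methods' t-test, 675 with an intensity trend, 706 with the replicate block, 49 with an adjusted p under 0.05, 1281 with probe sets above the median level, 682 with probe sets with 1 gene symbol, 571 with quantile normalization again, 158 with *Kdm5d*, 1811 with the cartilage list, 219 with the unmoderated contrast over all 17 arrays and 21 to 870 without 1 array. The split into higher and lower moved from 6 and 17 to 12 and 20 with median centring for CH homozygotes against WT. It moved from 32 and 32 to 27 and 43 with quantile normalization again and 27 and 44 with median centring against *Klf3* H275R homozygotes, and from 185 and 187 to 204 and 367 with quantile normalization again against *Klf3* H275R heterozygotes.

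CH heterozygotes against WT (2) gave 0 with only the 2 groups compared, the methods' t-test or the unmoderated contrast over probe sets with 1 gene symbol, 7 with the replicate block, 1 with probe sets with 1 gene symbol or *Kdm5d*, 6 with the cartilage list and 1 to 36 without 1 array. CH homozygotes against CH heterozygotes (2) gave 1 with only the 2 groups compared and 2 to 33 without 1 array. Of probe sets over 1.5-fold (412), 146 were above the median level and 71 had 1 gene symbol, and there were 388 to 850 without 1 array. Around *Klf3* the Fisher's exact p of 0.0983 was 0.437, 0.249 and 0.826 for windows of 5, 10 and 40 Mb.

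The lists that reversed did so with the cartilage list as a covariate (skeletal muscle in CH homozygotes against WT, adjusted p = 0.214, against *Klf3* H275R homozygotes, 0.0234, and against *Klf3* H275R heterozygotes, 0.0966; hepatocyte in CH homozygotes against WT, 0.787) or, for CH heterozygotes against WT, without 1 array (endothelial without CH heterozygote 1, 0.760, and without CH heterozygote 2 cardiac transcription factors, 0.0983, erythroid, 0.845, and hepatocyte, 0.00435). Without 1 array these 4 lists ranged from 0.000776 to 0.760, from 0.00278 to 0.603, from 0.000158 to 0.845 and from 2.51e-09 to 0.409. The replicate numbers share no stated litter or day: of 29 pairs of arrays with the same number in different groups, 8 had deviations that correlated above 0.1 (−0.143 to 0.429, median 0.0101), and 7 of 17 arrays correlated best with one of their own number, so the numbers were not taken to pair the arrays.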

Differences from the paper's values

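The fits with *Kdm5d* as a covariate and with the unmoderated contrast over all 17 arrays or over probe sets with 1 gene symbol were chosen after the data had been seen.

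The paper reports 0 genes changed in *Klf3* H275R homozygotes against WT at a false discovery rate of 0.1. Here 5 probe sets passed in limma, 3 of them with 1 gene symbol (*Hsd3b6*, *Xk* and *Gimap4*). Of the alternatives set before the data were examined, both counts were 0 with only the 2 groups compared, the unmoderated contrast, the methods' t-test, an adjusted p under 0.05, quantile normalization again, and without homozygote 2, homozygote 3, WT 1, WT 2 or WT 4. Without homozygote 1 or WT 3 the count with 1 gene symbol was 0 and 2 probe sets passed. They stayed above 0 with all 17 arrays, an intensity trend, robust empirical Bayes, array quality weights, the replicate block, median centring, and probe sets above the median level or with 1 gene symbol. For both *Klf3* H275R groups combined against WT the paper reports 0 and here 4 passed. This was 0 with only the 2 groups compared, the replicate block, an adjusted p under 0.05, probe sets above the median level or with 1 gene symbol, and without homozygote 3, heterozygote 1, heterozygote 2, WT 1, WT 2 or WT 4. It was above 0 with the other settings (all 17 arrays, the unmoderated contrast, the methods' t-test, an intensity trend, robust empirical Bayes, array quality weights, quantile normalization again, median centring, mutants as 1 group, and without homozygote 1, homozygote 2, heterozygote 3, heterozygote 4 or WT 3).

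For CH homozygotes against WT the paper reports 18 genes, and 10 probe sets with 1 gene symbol passed here. The count was 16 with the unmoderated contrast, 12 with the replicate block or median centring, 13 when only probe sets with 1 gene symbol were tested, and 15 and 14 without CH homozygotes 2 and 4, each within 1.5 times the paper's value. It was not within 1.5 times with only the 2 groups compared (4), all 17 arrays (7), the methods' t-test (1), an intensity trend (31), robust empirical Bayes (10), array quality weights (11), an adjusted p under 0.05 (8), probe sets above the median level (43), quantile normalization again (11), or without WT 1 to WT 4 (6, 9, 7 and 74) or CH homozygotes 1 and 3 (37 and 11). Over all probe sets 23 passed, and 18 with all 17 arrays.

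For CH homozygotes against *Klf3* H275R homozygotes the paper reports 16 genes, and 64 probe sets passed here, 33 of them with 1 gene symbol. The count of probe sets was within 1.5 times the paper's value with only the 2 groups compared (15), an adjusted p under 0.05 (15), the unmoderated contrast (23) and without *Klf3* H275R homozygote 1 (18) or CH homozygote 3 (24). That of probe sets with 1 gene symbol was so with all 17 arrays (24), the unmoderated contrast (17), the replicate block (21) and without *Klf3* H275R homozygotes 2 and 3 (14 and 21) or CH homozygotes 3 and 4 (17 and 16). The other settings set before the data were examined did not bring either count there. For CH homozygotes against *Klf3* H275R heterozygotes the paper reports 185 genes, and 372 probe sets passed here, of which 240 have 1 gene symbol, a count within 1.5 times the paper's. The count of all probe sets came within 1.5 times with all 17 arrays (252) and without heterozygote 3 (135), with no other alternative set before the data were examined, and with *Kdm5d* as a covariate (158), which was added after. The paper reports 5 genes over 2-fold in this comparison, and 9 were over 2-fold here, which hold its 5 (*Klf3*, *Hsd3b6*, *Snora31*, *Mir1948* and *Slc6a16*) and *Rpl29*, *Snrpa1*, *Ctse* and *Zfp994*. This count was not computed under the alternatives.

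With the unmoderated contrast over all 17 arrays, chosen after seeing the values, the counts were 0, 0 and 0 for *Klf3* H275R homozygotes, *Klf3* H275R heterozygotes and both combined against WT, 19 for CH homozygotes against WT, 16 against *Klf3* H275R homozygotes and 219 against *Klf3* H275R heterozygotes. In that fit 5, 1 and 8 of the genes in Table S6A, S6B and S6C that were matched here did not pass. With the unmoderated contrast over probe sets with 1 gene symbol, also chosen after seeing the values, the last 3 counts were 21, 59 and 557, and 4, 0 and 7 of those genes did not pass. In limma as reported, with each gene read from its brightest probe set, 11, 4 and 51 of them did not pass. With the unmoderated contrast set before the data were examined, 7, 2 and 10 did not.

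Among the genes of Table S6A that did not pass here, *Btrc*, *Dguok*, *Atp6v1c1*, *Fnta* and *Rab1a* passed with the unmoderated contrast. *Slc9a3r2*, *Atp6v1c1*, *Eno3* and *Rab1a* passed with an intensity trend or with probe sets above the median level, *Fnta* with the latter too. *Atp6v1c1* and *Eno3* passed without WT 4, and *Pcsk2os1* without CH homozygote 1. *F2rl2* passed with the unmoderated contrast over all 17 arrays, which was chosen after seeing the values and drops 5 of the table's genes. Of those of Table S6B, all 4 passed with the unmoderated contrast and with probe sets with 1 gene symbol. *Atp6v1c1* and *Pias3* passed with an intensity trend and with probe sets above the median level, *Gm5885* with the former and *Zfp382* with the latter. *Pias3* passed with all 17 arrays, quantile normalization again or median centring, *Gm5885* with median centring, and *Pias3*, *Zfp382* and *Gm5885* without CH homozygote 1. Of the 174 entries of Table S6C that were matched, 172 had the table's direction here. *Tpm3* and *Rpl9* are higher in CH homozygotes in the table, and their brightest probe sets, used here by rule, gave −0.12 and −0.09. Their dimmer probe sets gave 0.28 and 0.34, and the latter passed (adjusted p = 0.0781), so the opposite direction comes from the choice of probe set.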

Other observations

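The comparison of CH homozygotes with CH heterozygotes, the counts of shared calls and the correlation between comparisons were chosen after the data had been seen, and the other list tests, the window near *Klf3* and the counts of other splits were set before.

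Within the CH line, the targets of KLF3 that the paper names were higher as a list in homozygotes than in heterozygotes (median 0.43 over 5 genes, camera adjusted p = 0.000351, 4 higher when adjusted over the list alone, adjusted p = 0.517 with an estimated correlation), with *Pqlc3* at 0.84, *Klf8*, a repressor of the Klf family, at 0.55 and *Lgals3* at 0.31, none of which passed over all probe sets. Red cell genes (median −0.23 over 18 genes, camera adjusted p = 0.000519, adjusted p = 0.887 with an estimated correlation) and the embryonic globins (median −0.45 over 3 genes, camera adjusted p = 0.00476, adjusted p = 0.643 with an estimated correlation) were lower as lists, with 0 and 1 members lower over the list alone. Hypoxia (median −0.27, camera adjusted p = 0.000139), cardiac muscle (−0.11, 0.00998) and immediate early and heat shock genes (−0.15, 0.0821) were lower as lists with 0 members passing over the list alone (adjusted p = 0.811, 0.811 and 0.887 with an estimated correlation).

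In CH heterozygotes against WT, genes induced by low oxygen were higher as a list (median 0.65 over 13 genes, camera adjusted p = 7.47e-14, 0 passing, 11 higher over the list alone), led by *Bnip3* (1.22), *Egln3* (0.95), *Ndrg1* (0.81) and *Vegfa* (0.79). This list was at 10.01 in CH heterozygote 1 and 9.09 in CH heterozygote 2, and its call was lost without CH heterozygote 1 (adjusted p = 0.155) and with an estimated correlation (adjusted p = 0.407 with an estimated correlation, range 6.19e-35 to 0.407). Neuronal genes were lower in CH heterozygotes (median −0.10 over 20 genes, camera adjusted p = 0.00869, 1 lower over the list alone, adjusted p = 0.561 with an estimated correlation, range 0.000383 to 0.561). Cardiac muscle (median 0.12, camera adjusted p = 0.0201), erythroid (0.16, 0.0201), endothelial (0.09, 0.0542), hepatocyte (0.16, 0.0781) and valve development genes (−0.09, 0.0877) also passed as lists at the preset correlation. With an estimated correlation all were lost (adjusted p = 0.787 with an estimated correlation for the first 4 and 0.561 for the last, range over the alternatives 2.51e-09 to 0.845), and each call was lost without 1 or more arrays. Without CH heterozygote 2 the adjusted p was 0.618 for cardiac muscle and 0.776 for valve development, and the erythroid and hepatocyte lists changed sign. Without CH heterozygote 1 the endothelial list changed sign. Without WT 4 it was 0.271 for cardiac muscle, 0.370 for the endothelial list and 0.409 for the hepatocyte list. Without WT 2 it was 0.192 for the erythroid, 0.121 for the hepatocyte and 0.155 for the valve development list, which was also lost without WT 1 (0.115) or WT 3 (0.157).

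Between *Klf3* H275R homozygotes and heterozygotes, no single probe set passed in limma, and 4 lists did so at the preset correlation. Red cell genes were lower in homozygotes (median −0.39 over 18 genes, all below 0, camera adjusted p = 7.27e-15, adjusted p = 0.511 with an estimated correlation, range 1.97e-26 to 0.834), with *Epb42* at −0.66, *Kel* at −0.64 and *Hemgn* at −0.60. Hepatocyte genes were lower too (median −0.28 over 20 genes, camera adjusted p = 9.01e-05, adjusted p = 0.670 with an estimated correlation, range 1.66e-12 to 0.834). Genes of the hypoxia list were higher (median 0.13 over 13 genes, camera adjusted p = 2.34e-05, 1 higher over the list alone, adjusted p = 0.511 with an estimated correlation, range 2.58e-09 to 0.834), a call that was lost without homozygote 2 (0.131). The last of the 4, cardiac transcription factors (median 0.08, camera adjusted p = 0.0600, adjusted p = 0.670 with an estimated correlation), was lost without homozygote 1 (0.120), homozygote 2 (0.457), heterozygote 3 (0.244) or heterozygote 4 (0.164), with a range of 0.00226 to 0.834.

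The paper reports that *Lgals3* was higher in *Klf3* H275R homozygotes by qRT-PCR and that *Klf8*, *Crip1* and *Pqlc3*, for which it shows no data, were not affected. In the arrays *Lgals3* had a difference from WT of 0.31 (SE 0.13, adjusted p = 0.963 from limma), *Pqlc3* −0.09, *Klf8* 0.02 and *Crip1* 0.01 (adjusted p = 0.999 for each).

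CH homozygotes are shared by 3 comparisons, so calls shared between them lie above the overlap of independent lists in part for that reason. With *Klf3* left out, 9 probe sets passed in the same direction against WT (22) and against *Klf3* H275R homozygotes (63), where independent lists share 0.0176. Likewise 19 were shared against WT and *Klf3* H275R heterozygotes (371), where independent lists share 0.104, and 42 against both *Klf3* H275R groups, where independent lists share 0.299. In 50 simulations of unchanged groups 0 were shared, but these had at most 1 call per comparison, so this value says nothing on how many calls the shared arrays bring. With the CH homozygotes split between the comparisons 3 to 19, 5 to 47 and 5 to 57 were shared. Over all probe sets, the differences from WT in *Klf3* H275R homozygotes and in CH homozygotes correlated at 0.194 across probe sets, which are not independent replicates, with a covariance of 0.00581. Unchanged groups against the same WT arrays gave 0.464 and 0.0100 in simulation. With different WT arrays for each comparison, over 6 halvings, the correlation was −0.280 to 0.0464 and the covariance −0.0139 to 0.00159.

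Near *Klf3*, on chromosome 5, 4 of 171 probe sets with a gene symbol within 20 Mb differed between CH homozygotes and *Klf3* H275R heterozygotes (*Kit*, *Ociad1*, *Pacrgl* and *Rpl9*, 2.34%), against 234 of 23156 elsewhere (1.01%), an odds ratio of 2.35 (two-sided Fisher's exact test, p = 0.0983).

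Other splits of the same arrays into groups of the same sizes were counted for each comparison. Under 5% of the splits gave as many for *Klf3* H275R homozygotes against WT (5 probe sets, at most 1 in any other split, 1 of 35 splits, the smallest share these arrays can give), for both groups combined against WT (4, which another split also reached, 2 of 100 drawn) and for CH homozygotes against *Klf3* H275R heterozygotes (372, at most 1, 1 of 35). Such a share does not by itself exclude chance, and both counts against WT fell without most single arrays. Over 5% of the splits gave as many for CH homozygotes against WT (23, up to 955 in another split, 6 of 35), CH homozygotes against *Klf3* H275R homozygotes (64, up to 799, 4 of 35), and the probe sets over 1.5-fold in *Klf3* H275R homozygotes (412, up to 719, 6 of 35). These counts are of all probe sets and were not made for single genes. *Klf3*, *Hsd3b6*, *Hydin* and *Myh9* passed in CH homozygotes against WT whichever array was left out. This shows only that their calls do not rest on 1 array, since the grouping stays the same. For *Klf3* H275R heterozygotes against WT and for the *Klf3* H275R groups against each other the real count was 0, which all 35 of 35 splits reach, so this test decides nothing there (highest other 24 and 335). Splits with several times the real count point to a structure of the samples other than genotype.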
